# Essential Role for Endogenous siRNAs during Meiosis in Mouse Oocytes

**DOI:** 10.1371/journal.pgen.1005013

**Published:** 2015-02-19

**Authors:** Paula Stein, Nikolay V. Rozhkov, Fan Li, Fabián L. Cárdenas, Olga Davydenk, Lee E. Vandivier, Brian D. Gregory, Gregory J. Hannon, Richard M. Schultz

## Abstract

The RNase III enzyme DICER generates both microRNAs (miRNAs) and endogenous short interfering RNAs (endo-siRNAs). Both small RNA species silence gene expression post-transcriptionally in association with the ARGONAUTE (AGO) family of proteins. In mammals, there are four AGO proteins (AGO1-4), of which only AGO2 possesses endonucleolytic activity. siRNAs trigger endonucleolytic cleavage of target mRNAs, mediated by AGO2, whereas miRNAs cause translational repression and mRNA decay through association with any of the four AGO proteins. *Dicer* deletion in mouse oocytes leads to female infertility due to defects during meiosis I. Because mouse oocytes express both miRNAs and endo-siRNAs, this phenotype could be due to the absence of either class of small RNA, or both. However, we and others demonstrated that miRNA function is suppressed in mouse oocytes, which suggested that endo-siRNAs, not miRNAs, are essential for female meiosis. To determine if this was the case we generated mice that express a catalytically inactive knock-in allele of *Ago2 (Ago2ADH)* exclusively in oocytes and thereby disrupted the function of siRNAs. Oogenesis and hormonal response are normal in *Ago2ADH* oocytes, but meiotic maturation is impaired, with severe defects in spindle formation and chromosome alignment that lead to meiotic catastrophe. The transcriptome of these oocytes is widely perturbed and shows a highly significant correlation with the transcriptome of *Dicer* null and *Ago2* null oocytes. Expression of the mouse transcript (MT), the most abundant transposable element in mouse oocytes, is increased. This study reveals that endo-siRNAs are essential during meiosis I in mouse females, demonstrating a role for endo-siRNAs in mammals.

## Author Summary

In animals, the three main classes of small RNAs are microRNAs, short interfering RNAs, and PIWI-interacting RNAs. All three RNA species silence gene expression post-transcriptionally through interaction with the ARGONAUTE family of proteins. In mammals in particular, microRNAs are ubiquitously expressed, are essential for development, and perform numerous functions in a variety of cells and tissues. piRNAs are expressed almost exclusively in the germline, and are essential for male fertility and defense against transposons. Endogenous siRNAs are only expressed in germ cells and embryonic stem cells and have not been ascribed a functional role. By engineering a mouse that expresses a modified ARGONAUTE protein, we disrupt the function of endo-siRNAs exclusively in oocytes and find that females are infertile. Oocytes with an impaired siRNA pathway fail to complete meiosis I, and display severe spindle formation and chromosome alignment defects. Their transcriptome is widely perturbed and expression of the most abundant transposon is increased. These findings indicate that endo-siRNAs are essential for female fertility in mouse, are required for spindle formation, chromosome congression, and defense against transposons. This study unequivocally demonstrates an essential function for siRNAs in mammals, mediated through endonucleolytic cleavage of targets, and provides an explanation for the selective pressure that one AGO protein retains catalytic activity.

## Introduction

The RNase III enzyme DICER is responsible for biosynthesis of short-interfering RNAs (siRNAs) and microRNAs (miRNAs). DICER processes long double-stranded RNA (dsRNA) precursors into 21–23 bp-long duplexes known as siRNAs [1]. miRNAs are encoded by specific genomic loci and are processed from endogenous hairpin-shaped transcripts that are initially cleaved in the nucleus to a 70-bp miRNA precursor (pre-miRNA) by the Microprocessor complex, which is composed of the RNase III enzyme DROSHA and its partner, DiGeorge syndrome critical region 8 (DGCR8). The pre-miRNA is exported to the cytoplasm, where DICER cleaves the loop region of the molecule to generate the mature miRNA duplex [2].

Although both siRNAs and miRNAs are synthesized as duplexes, only one of the two strands, the ‘guide’ strand, is incorporated into the multi-protein complex RNA-induced silencing complex (RISC); the other strand (‘passenger’ strand) is discarded [3]. The guide strand recognizes a target mRNA by Watson-Crick base pairing and, based on the degree of sequence complementarity between the small RNA and target mRNA, either endonucleolytic cleavage or translational repression of the target mRNA follows [4]. In animals, siRNAs are perfectly complementary to their targets, and hence trigger mRNA cleavage, whereas miRNAs are usually only partially complementary and silence gene expression by translational repression and mRNA decay. Although it was initially postulated that mRNA levels did not change substantially in response to animal miRNAs, it was later shown that mRNA destabilization, prompted by deadenylation and decapping by the mRNA degradation machinery, is the main mode of regulation by mammalian miRNAs [5]. ARGONAUTE (AGO) proteins are at the core of RISC. In mammals, there are four AGO proteins (AGO1–4). All four can bind small RNAs and trigger translational repression, but only AGO2 possesses endonucleolytic activity and is the catalytic component of RISC [6].

We previously demonstrated a role for small RNAs during meiosis in mouse oocytes. Mice with an oocyte-specific deletion of *Dicer* are infertile due to defects during meiosis I [7,8]. *Dicer*-deficient females have morphologically normal ovaries and oocytes, produce normal numbers of oocytes, and ovulate similar numbers of eggs. However, *Dicer* null oocytes display meiotic catastrophe, with multiple disorganized meiotic spindles and severe chromosome congression defects. Expression of a subset of transposable elements is increased and the transcriptome is widely perturbed in *Dicer* null oocytes, with 18.4% of transcripts mis-regulated [7].

Deep sequencing of small RNAs demonstrated the presence of DICER-dependent miRNAs and endogenous siRNAs (endo-siRNAs), as well as DICER-independent PIWI interacting RNAs (piRNAs) in mouse oocytes [9,10]. Two populations of endo-siRNAs were found, one that corresponds to transposon-rich loci and another that maps to protein-coding genes. Interestingly, we found that some siRNAs are processed from dsRNAs formed by hybridization of transcripts from protein-coding genes to antisense transcripts from homologous pseudogenes and that these endo-siRNAs regulate the expression of endogenous genes. Therefore, the phenotype of *Dicer* null oocytes could be due to the absence of miRNAs or endo-siRNAs, or both. Using mRNA reporters, we assayed the ability of miRNAs to silence gene expression, looking at both translational repression and transcript levels. We found that miRNA activity decreases during oocyte growth and is suppressed in the full-grown oocyte. Furthermore, the very modest translational repression observed is not accompanied by message degradation [11]. Similarly, Suh et al. generated an oocyte-specific deletion of *Dgcr8* and found that *Dgcr8* null oocytes, which lack mature miRNAs, have a normal transcriptome and undergo normal meiotic maturation, fertilization, and embryonic development; consistent with these findings, *Dgcr8* null mice have no discernable phenotype [12]. These two studies suggest that most likely endo-siRNAs, and not miRNAs, have an essential role during female meiosis.

It has recently been reported that mouse oocytes express a truncated DICER isoform, DICER^O^, which lacks the N-terminal DExD helicase domain, and which processes long dsRNAs much more efficiently than the somatic DICER isoform (DICER^S^), which is also expressed, albeit at lower levels [13]. The phenotype of *Dicer* ^*O*^ null mice is virtually identical to the phenotype of mice with an oocyte-specific deletion of *Dicer* (which lack both DICER^S^ and DICER^O^). Although DICER^O^ can produce both miRNAs and endo-siRNAs when ectopically expressed in embryonic stem (ES) cells, miRNA levels appear slightly increased in *Dicer* ^*O*^ null oocytes, suggesting that likely siRNAs are responsible for the observed phenotype. Whether this role of endo-siRNAs is mediated by endonucleolytic cleavage of mRNA targets remains unknown.

To test directly the role of endo-siRNAs through endonucleolytic cleavage in mouse oocytes, we expressed a catalytically inactive knock-in allele of *Ago2* specifically in oocytes to disrupt the function of endo-siRNAs. We find that female mice expressing a catalytically inactive AGO2 (but not active AGO2) in their oocytes are infertile due to meiosis I defects. The phenotype is virtually identical to that in *Dicer* null females—female sterility, defects in spindle formation and chromosome congression, increase in abundance of transposable elements, and widespread changes in the transcriptome—and using live cell imaging, we characterize in more detail the meiotic defects. This study demonstrates a functional role for endogenous siRNAs through endonucleolytic cleavage in mammals and adds support to the evolutionary pressure to conserve ARGONAUTE endonucleolytic activity in animals.

## Results and Discussion

### Generation and characterization of an oocyte-specific catalytically inactive *Ago2* allele

To eliminate the function of siRNAs we generated mice carrying a catalytically inactive form of AGO2 in their oocytes using a knock-in allele of *Ago2* in which the catalytic DDH motif was mutated to ADH (*Ago2* ^ADH^) [14]. This mutation inhibits endonucleolytic cleavage without affecting small RNA binding [6]. However, because mice carrying this allele die shortly after birth, we utilized a breeding scheme using *Ago2* ^ADH^ mice, *Ago2* ^fl/fl^ mice, and mice expressing Cre recombinase driven by the oocyte-specific *Zp3* promoter to produce *Ago2* ^fl/ADH^; Cre/+ females, referred to as *Ago2* ^ADH^ (S1 Fig.). These crosses also generated *Ago2* null mice.

Ovarian morphology in *Ago2* ^ADH^ females was normal, with follicles at different stages of development, as well as corpora lutea, indicating that ovulation had occurred (Fig. 1A). After hormone stimulation, *Ago2* ^ADH^ females yielded similar numbers of full-grown oocytes as their wild-type (*Ago2* ^fl/fl^) or heterozygous (*Ago2* ^fl/ADH^) counterparts; similar numbers were also present in *Ago2* null females (Fig. 1B). This result indicated that siRNA function is not required for oocyte development or response to hormones. However, *Ago2* ^ADH^ females were unable to produce any offspring during a 6-month mating trial with several wild-type males, indicating female sterility.

**Fig 1:**
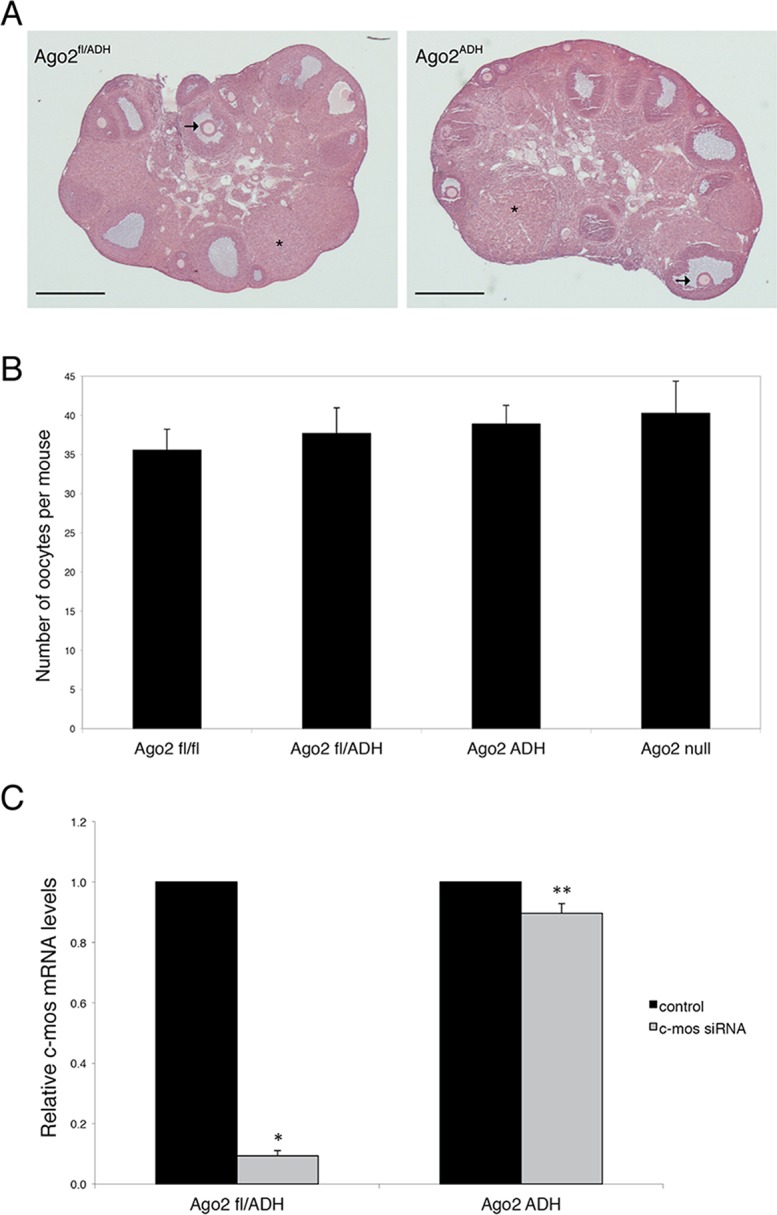
AGO2 catalytic activity is not required for oocyte growth and hormonal response. A) Histological sections of ovaries derived from *Ago2* ^fl/ADH^ (left panel) and *Ago2* ^ADH^ (right panel) females. Hematoxylin and eosin staining was performed as described in Materials and Methods. There were no obvious differences in ovary size, number of follicles, or follicular stages present between the two groups. The arrows indicate antral follicles, whereas the asterisks denote corpora lutea. Scale bar: 500 μm. B) Number of full-grown oocytes recovered from *Ago2* ^fl/fl^, *Ago2* ^fl/ADH^, *Ago2* ^ADH^, and *Ago2* null females. Oocyte collection after equine chorionic gonadotropin (eCG) priming was performed as described in Materials and Methods. The data are presented as the mean ± SEM; 29 *Ago2* ^fl/fl^, 26 *Ago2* ^fl/ADH^, 54 *Ago2* ^ADH^, and 19 *Ago2* null females were utilized. One-way ANOVA was used to compare the different groups and no statistical differences were found. C) Major reduction in AGO2 catalytic activity in oocytes from *Ago2* ^ADH^ mice. Full-grown oocytes were microinjected with *c-Mos* siRNA and *c-Mos* transcript levels were assayed by qRT-PCR 40 h later. The experiment was performed 3 times and statistical analysis was done using one-way ANOVA, followed by Bonferroni post-test. *p<0.001; **p< 0.05.

To ascertain if oocytes carrying an *Ago2* ^ADH^ allele are incapable of endonucleolytic cleavage of small RNA targets, an RNAi assay was performed with *Ago2* ^ADH^ females. Full-grown oocytes were microinjected with *c-Mos* siRNA and 40 h later *c-Mos* mRNA levels were quantified by qRT-PCR. Whereas oocytes derived from *Ago2* ^fl/fl^ or *Ago2* ^fl/ADH^ females exhibited ~90% decrease in *c-Mos* transcript levels in *c-Mos* siRNA-treated oocytes compared to control oocytes, oocytes obtained from *Ago2* ^ADH^ females only showed a mild reduction (~10%) in *c-Mos* levels (Fig. 1C). These results demonstrated that oocytes from *Ago2* ^ADH^ females had extremely reduced AGO2 catalytic activity. This residual endonucleolytic activity may be due to persistent wild-type AGO2 levels that were present prior to Cre excision, because both mRNAs and proteins are often stable in oocytes.

### AGO2 catalytic activity is required for completion of meiosis in mouse oocytes

To assess if AGO2 catalytic activity was required for meiotic maturation, full-grown oocytes were *in vitro* matured and spindle morphology was determined by immunofluorescence. Oocytes derived from *Ago2* ^fl/fl^ (Fig. 2A) or *Ago2* ^fl/ADH^ (Fig. 2B) females matured normally to metaphase II, as evidenced by the barrel-shaped meiotic spindle and extrusion of the first polar body. However, oocytes collected from *Ago2* ^ADH^ (Fig. 2C) or *Ago2* null (Fig. 2D) females exhibited abnormal, disorganized spindles, with unaligned chromosomes. Some oocytes derived from *Ago2* ^ADH^ females extruded a polar body; nevertheless, upon closer examination it became clear that meiotic maturation was also abnormal in these oocytes, because partitioning of chromosomes between egg and polar body had not faithfully occurred (Fig. 2E, F).

**Fig 2:**
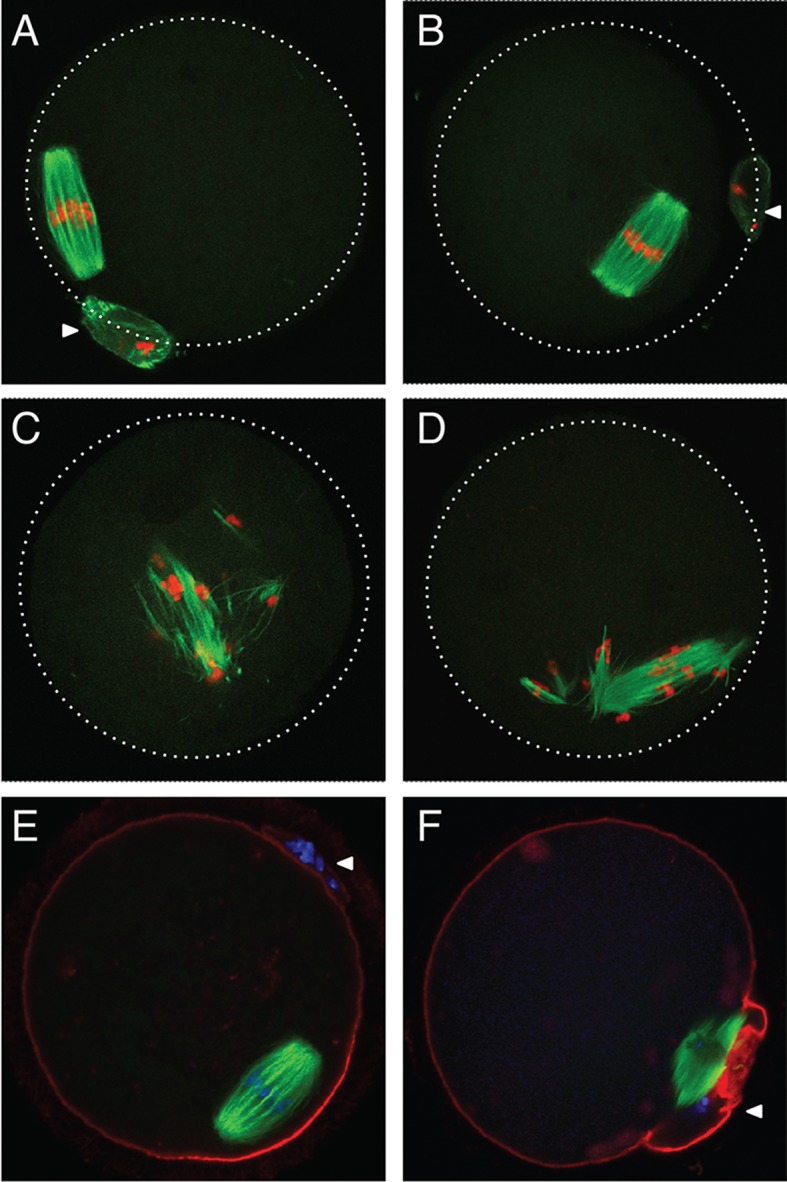
Abnormal meiotic spindles in *Ago2* ^ADH^ oocytes. Oocytes from *Ago2* ^fl/fl^, *Ago2* ^fl/ADH^, *Ago2* ^ADH^, and *Ago2* null females were *in vitro* matured for 16 h. Immunofluorescence was performed as described in Materials and Methods. Arrowheads indicate the first polar body. A-D) Microtubules were stained with an antibody against (-tubulin (green) and DNA was counterstained with TO-PRO3 (red). A) *Ago2* ^fl/fl^ oocyte, B) *Ago2* ^fl/ADH^ oocyte, C) *Ago2* ^ADH^ oocyte, D) *Ago2* null oocyte. E, F) Oocytes from *Ago2* ^fl/ADH^ (E) and *Ago2* ^ADH^ (F) females were stained with an antibody against (-tubulin (green), F-actin was labeled with Alexa 633-conjugated phaloidin (red), and DNA was counterstained with DAPI (blue).

To characterize better the meiotic defects, oocytes were microinjected with cRNAs encoding Aurora kinase A (AURKA) fused to EGFP (to label spindle poles) and histone H2B fused to mCherry (to label chromosomes) and live imaging was performed during meiotic maturation (S1–S3 Movies). In *Ago2* ^fl/fl^ or *Ago2* ^fl/ADH^ oocytes (S1 Movie, Fig. 3A-B), the chromosomes remained centrally located and formed a sphere right after germinal vesicle breakdown (GVBD). In contrast, in *Ago2* ^ADH^ oocytes (S2 Movie, Fig. 3G-H), the chromosomes did not congress and instead scattered, covering a large area of the oocyte. *Ago2* ^fl/ADH^ oocytes proceeded to form a barrel-shaped metaphase I spindle, with chromosomes tightly aligned at the metaphase plate (Fig. 3C). Homologous chromosomes then separated at anaphase I (Fig. 3D), and migrated to opposite poles at telophase I (Fig. 3E), followed by cytokinesis, resulting in extrusion of the first polar body, completion of meiosis I and arrest at the metaphase stage of meiosis II (Fig. 3F). In contrast, in most *Ago2* ^ADH^ oocytes, the chromosomes remained dispersed and never aligned, and oocytes failed to enter anaphase I (Fig. 3G-L, S2 Movie). In a few *Ago2* ^ADH^ oocytes, after an initial dispersion of the chromosomes at GVBD, most chromosomes managed to align and form a metaphase I spindle, but there were always a few misaligned chromosomes, which resulted in a failure to enter anaphase and dispersion of chromosomes (S3 Movie).

**Fig 3:**
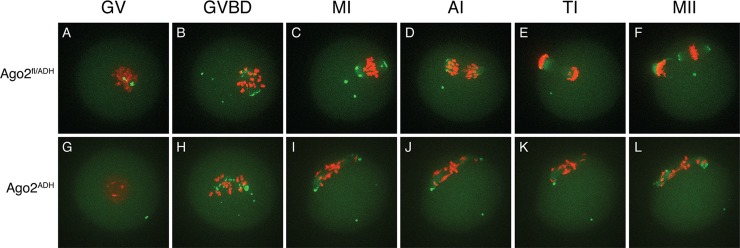
Abnormal chromosome segregation and spindle assembly in *Ago2* ^ADH^ oocytes. Chromosome and spindle dynamics in oocytes expressing AURKA-EGFP (green) and H2B-mCherry (red) were observed by time-lapse live confocal microscopy. Frames at the indicated stages of meiotic maturation were selected from the original time series (S1–S2 Movies), in which images were acquired every 18 min for 16 h. All images are maximal intensity projections of a confocal z series. A-F: *Ago2* ^fl/ADH^ oocytes; G-L: *Ago2* ^ADH^ oocytes. GV: germinal vesicle intact (A, G), GVBD: germinal vesicle breakdown (B, H), MI: metaphase I (C, I), AI: anaphase I (D, J), TI: telophase I (E, K), MII: metaphase II (F, L). The experiment was performed 3 times using at least 10 oocytes per group. Representative images are shown.

The severe spindle defects observed in *Dicer* null oocytes have also been described in *Ago2* null oocytes [15]. Although in the latter study the defect was attributed to reduced levels of miRNAs, it was later demonstrated that oocytes devoid of miRNAs have normal meiotic spindles [12]. By utilizing an allele of *Ago2* that can bind small RNAs, but is catalytically inactive, we show that spindle formation and chromosome congression depend on the action of endo-siRNAs. Live imaging technology revealed that the defects start during GVBD, when chromosomes and microtubule organizing centers (MTOCs) scatter instead of forming a sphere [16], resulting in a long, abnormal spindle with unaligned chromosomes that fail to progress to anaphase I. The mechanism that links siRNAs with the spindle defects remains unknown. Given that the transcriptome of *Ago2* ^ADH^ oocytes is widely perturbed (see below), it is unlikely that a single protein is responsible for this phenotype.

### Increase in MT retrotransposon levels in Ago2^ADH^ oocytes

Because the levels of a subset of transposons are increased in *Dicer*-deficient oocytes [7,12], we investigated if this was also the case in the absence of AGO2 catalytic activity. Quantitative RT-PCR of the most abundant transposons in mouse oocytes revealed a significant increase in the levels of mouse transcript (MT), a member of the MaLR family of non-autonomous retrotransposons, in *Ago2* ^ADH^ and *Ago2* null oocytes (Fig. 4). No significant differences were observed for the short interspersed repetitive elements (SINEs), long interspersed repetitive element 1 (LINE1 or L1), or intracisternal A-particle (IAP). This result differs somewhat from what we had previously described in *Dicer* null oocytes, where not only MT, but also Sine B1 and B2 elements were increased. This difference is likely due to differences in genetic background. We found that after re-deriving the *Dicer* null line, only MT levels were increased in oocytes (S2 Fig.), in agreement with a previous study [12], with *Dicer* ^*O*^ null mice [13], and with *Ago2* ^ADH^ oocytes.

**Fig 4:**
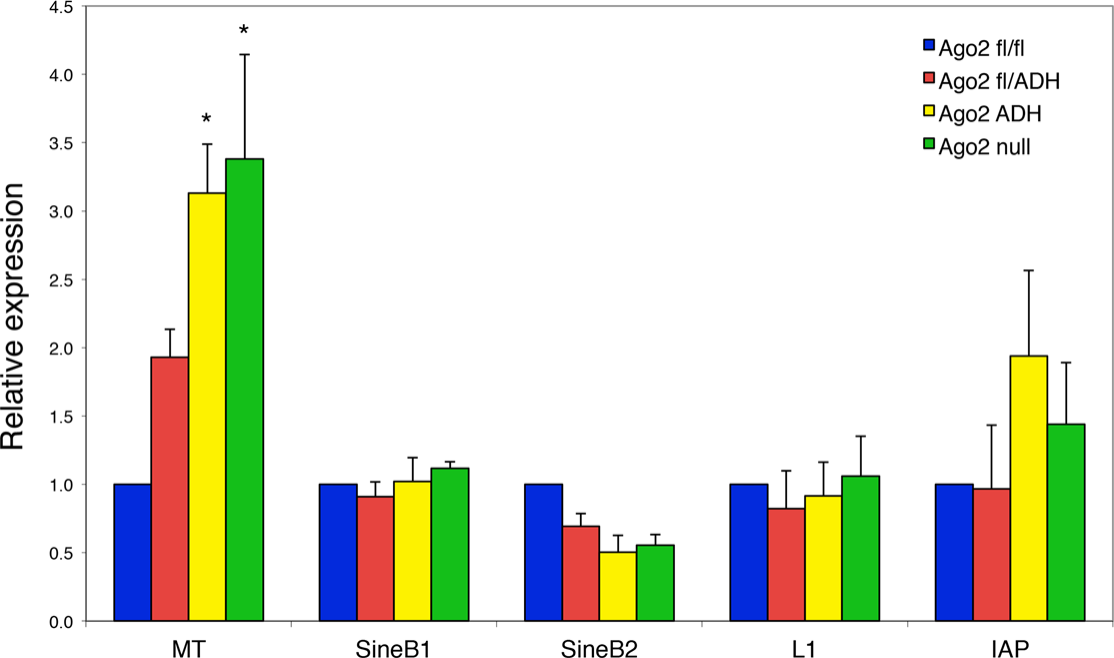
Increased abundance of mouse transcript (MT) retrotransposon in *Ago2* ^ADH^ oocytes. The levels of various transposons were determined by qRT-PCR in oocytes from different *Ago2* genotypes, as described in Materials and Methods. Transposon levels in *Ago2* ^fl/fl^ oocytes were set as 1. Data are expressed as the mean ± SEM of four experiments. *p< 0.05 vs. *Ago2* ^fl/fl^; two-way ANOVA, followed by Bonferroni post-test.

PIWI family mutants are male sterile, but female fertile in mouse, indicating that the piRNA system is not essential during oogenesis [17]. This female fertility is not the case in flies and fish, where mutants that disrupt the piRNA system are female sterile [17]. The presence of endo-siRNAs that map to transposons in mouse oocytes likely explains why piRNAs are not essential in females, because both piRNAs and endo-siRNAs repress transposable elements in mouse oocytes. Because MT transcripts account for ~13% of all transcripts in the oocyte [18], a 3-fold increase in abundance is substantial and emphasizes the importance of siRNA action through endonucleolytic cleavage in transposon control.

### Widespread changes in the oocyte transcriptome in the absence of AGO2 catalytic activity

*Dicer*-deficient oocytes exhibit dramatic changes in their transcriptome, as assayed by microarray analysis, with thousands of transcripts up- and down-regulated compared to wild-type oocytes [7,12]. To determine if the same molecular phenotype exists in the absence of AGO2 catalytic activity, we performed high-throughout RNA sequencing (RNA-seq) in full-grown *Ago2* ^fl/fl^, *Ago2* ^ADH^, and *Ago2* null oocytes, as well as *Dicer* wild-type (WT) and knockout (KO) oocytes. 

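RNA-seq was performed on full-grown, germinal vesicle (GV)-intact oocytes, which are arrested in prophase of the first meiotic division. The females had been primed with 5 IU of equine chorionic gonadotropin 48 h before collection. *Ago2* fl/fl oocytes carry a floxed *Ago2* gene and served as controls, *Ago2* ADH oocytes have only an *Ago2* allele whose product cannot cleave RNA, and *Ago2* null oocytes lack functional *Ago2*. Each library was made from 20 oocytes. The paper gives 3 or 4 animals per tube and the sample labels give 3. The 14 libraries analysed here were 3 *Ago2* fl/fl, 3 *Ago2* ADH, 2 *Ago2* null, 3 *Dicer* WT and 3 *Dicer* KO libraries. The paper states 3 replicates per group, and the series design gives 2 for *Ago2* null. In S1 Table the overall base mean lies a fraction 0.6 of the way from the *Ago2* null mean to the *Ago2* ADH mean, the value for 3 *Ago2* ADH and 2 *Ago2* null libraries.

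The authors aligned paired-end reads to the mm10 genome and refGene transcripts with TopHat, keeping reads with up to 100 alignments, counted reads on RefSeq transcripts with htseq-count without regard to strand, and deposited these raw counts. The paper gives the aligner's options for reads of both lengths, and its text does not name the libraries each was used for. A read was counted on every transcript of a gene that it fits, so the sum over transcripts exceeds the number of reads. In genes with several transcripts, the count of the second transcript was a median 99.2% of that of the highest. The deposited counts tally reads with more than 1 alignment apart. Counts of some similar genes were nearly the same in each library, so reads shared between gene copies are not excluded. *Oog1* had 1334 and *Gm2042*, at another place on the same chromosome, 1336 counts in *Ago2* ADH replicate 1. The sum of counts over transcripts was 58033747, 58285057 and 51113742 in the *Ago2* fl/fl libraries, 53280242, 54704732 and 42418305 in the *Ago2* ADH libraries, and 54619229 and 51806297 in the *Ago2* null libraries. It was 38469087, 39608812 and 42646207 in the *Dicer* WT libraries and 32936278, 29380403 and 35777876 in the *Dicer* KO libraries. With 3 counts as the floor, the smallest abundance these depths can show ranges from 0.0515 CPM in the deepest library to 0.102 CPM in the shallowest. Intervals and floors cover counting error only.

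Counts were normalized by edgeR's TMM method and tested by its quasi-likelihood test on the libraries of the groups compared, after its expression filter. A transcript was called mis-regulated at a false discovery rate (FDR) of 1% by the Benjamini-Hochberg method. The choices that could change the numbers most are the test, the filter on low counts, the normalization, the use of 1 transcript per gene and the replicate number as a block. No pair of libraries of a group had the same counts within sampling noise, since the chi-square statistic per degree of freedom ranged from 6.24 to 13.9. By the lanes recorded with the counts, each *Ago2* genotype was sequenced on a lane of its own, so lane and genotype cannot be told apart there. Each *Dicer* library had its own lane.

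*Ago2* (chromosome 15 of GRCm38, 73101625 to 73184947), the targeted gene, had raw counts of 1416, 1509 and 1258 in the *Ago2* fl/fl libraries, 753, 709 and 535 in the *Ago2* ADH libraries, and 401 and 278 in the *Ago2* null libraries. Its normalized count fell by 0.87 on the log2 scale in *Ago2* ADH oocytes (standard error 0.0879, adjusted p = 1.27e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell by 1.95 in *Ago2* null oocytes (standard error 0.128, adjusted p = 2.21e-09 from the same test). *Dicer1* (chromosome 12, 104687740 to 104751968), targeted in the *Dicer* KO oocytes, had raw counts of 28986, 29943 and 32662 in the *Dicer* WT libraries and 59759, 51298 and 58813 in the *Dicer* KO libraries, a log2 fold change of 1.26 (standard error 0.0629, adjusted p = 6.11e-12 from the same test). The counts are per transcript and do not show which exons of *Dicer1* the reads came from.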

We found extensive changes in transcript levels in *Ago2* ^ADH^ and *Ago2* null oocytes. 

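Among transcripts mis-regulated at an FDR of 1% with a mean of at least 100 normalized counts and no overlap between the *Ago2* ADH and *Ago2* fl/fl libraries, the largest increases in *Ago2* ADH oocytes were those of *Olfr1173*, *Gpr20* and *Fgf21*. *Olfr1173*, an olfactory receptor gene on chromosome 2 (88274109 to 88275047), had 389.6 ± 37.2 normalized counts (SD, n = 3) in *Ago2* ADH and 0.298 ± 0.517 (SD, n = 3) in *Ago2* fl/fl oocytes, a log2 fold change of 9.80 (standard error 0.394, adjusted p = 1.46e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gpr20* (chromosome 15, 73688497 to 73707505), on the chromosome of *Ago2*, had 602 ± 47.1 (SD, n = 3) and 0.603 ± 1.04 (SD, n = 3) normalized counts, and no count in either *Ago2* null library. *Fgf21* (chromosome 7, 45613890 to 45615490) had 328 ± 38.4 (SD, n = 3) and 1.27 ± 1.11 (SD, n = 3) normalized counts. The largest decreases were those of NM_001081215, whose ID the gene tables do not pair with a symbol, *Gabra5* and *Akap6*, with log2 fold changes of -3.53, -3.52 and -3.25 in *Ago2* ADH oocytes. In *Ago2* null oocytes *Olfr1173* and *Fgf21* rose by 9.80 and 7.81, and NM_001081215, *Gabra5* and *Akap6* had log2 fold changes of -3.34, -3.35 and -3.32. Complete separation of 3 libraries from 3 has a 2-sided exact permutation p of 0.1, the smallest this design allows.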

Using a false discovery rate (FDR) of 1%, 6441 transcripts were mis-regulated in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes (3199 up-regulated and 3242 down-regulated) and 6142 transcripts were mis-regulated in *Ago2* null vs. *Ago2* ^fl/fl^ oocytes (3050 up-regulated, 3092 down-regulated). Similarly, 6767 transcripts were mis-regulated in *Dicer* KO vs. WT oocytes (3195 up-regulated, 3572 down-regulated). 

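Of 18835 transcripts tested, 7663 were mis-regulated in *Ago2* ADH vs. *Ago2* fl/fl oocytes at an FDR of 1%, of which 3870 were up-regulated and 3793 down-regulated. In *Ago2* null vs. *Ago2* fl/fl oocytes, 7157 of 19236 tested transcripts were mis-regulated, 3477 up and 3680 down. These numbers come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the alternatives tried, the *Ago2* ADH number was lowest, 5730, with 1 transcript per gene and highest, 9893, at an FDR of 5%.

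With 1 library left out in turn, the number in *Ago2* ADH oocytes was from 6401 to 7292 transcripts across 6 fits, and in *Ago2* null oocytes from 5848 to 6690 across the 3 fits that each left out an *Ago2* fl/fl library. The labels give the groups the same replicate numbers, from which the pairing is taken. Deviations from the group means of same-numbered *Ago2* ADH and *Ago2* fl/fl libraries correlated at a mean r of 0.0317 across transcripts and for *Ago2* null and *Ago2* fl/fl at -0.0570. Deviations sum to 0 within a group, so the value for libraries with different numbers follows from these and is no separate reference. With the replicate number as a block, 7679 transcripts were mis-regulated in *Ago2* ADH and 6041 in *Ago2* null oocytes.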

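In *Dicer* KO vs. *Dicer* WT oocytes, 6412 of 18570 tested transcripts were mis-regulated at an FDR of 1%, of which 3103 were up-regulated and 3309 down-regulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn gave from 5266 to 5903 transcripts across 6 fits. Same-numbered *Dicer* KO and *Dicer* WT libraries deviated with a mean r of -0.0783, and the fit with the replicate block gave 5678 transcripts.

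The largest increases in *Dicer* KO oocytes, among transcripts chosen by the rule used for *Ago2* ADH oocytes, were those of *Olfr1173*, the metallothionein gene *Mt1* and NM_026188. *Olfr1173* had 261 ± 45.7 normalized counts (SD, n = 3) in *Dicer* KO oocytes and no count in the *Dicer* WT libraries. *Mt1* (chromosome 8, 94178883 to 94180327) had 4001 ± 443 (SD, n = 3) against 16.1 ± 6.78 (SD, n = 3), a log2 fold change of 7.93 (standard error 0.164, adjusted p = 2.83e-17 from the same test). NM_026188 (chromosome 19, 23558760 to 23652812) had 4583 ± 251 (SD, n = 3) against 69.0 ± 31.2 (SD, n = 3). The largest decreases were those of *Ust*, *Cxcl13* and *Cyp1b1*, with log2 fold changes of -4.03, -3.93 and -3.92.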

Interestingly, although similar numbers of transcripts were down-regulated and up-regulated, as we had described for *Dicer* null oocytes, when the dataset was filtered by fold-change, a different picture surfaced. Of those transcripts whose abundance changed at least two-fold, the percentages that were up-regulated vs. down-regulated were 69%/31% in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes, 68%/32% in *Ago2* null vs. *Ago2* ^fl/fl^, and 62%/38% in *Dicer* KO vs. WT oocytes. This finding indicates that the magnitude of change is greater in those transcripts that are up-regulated. This is indeed the case, as shown in S3 Fig., where the absolute values of fold-changes for the different comparisons were plotted for up-regulated and down-regulated transcripts. 

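Of the 2454 transcripts that changed at least 2-fold in *Ago2* ADH vs. *Ago2* fl/fl oocytes at an FDR of 1%, 1714 were up-regulated and 740 down-regulated, so 69.8% were up-regulated (95% Wilson interval 68.0% to 71.6%) and 30.2% down-regulated. In *Ago2* null vs. *Ago2* fl/fl oocytes, 1573 of 2388 were up-regulated, or 65.9% (63.9% to 67.7%). In *Dicer* KO vs. *Dicer* WT oocytes, 1439 of 2302 were up-regulated, or 62.5% (60.5% to 64.5%). With 1 library left out in turn the shares were from 68.2 to 69.8% in *Ago2* ADH, from 66.6 to 67.6% in *Ago2* null and from 60.4 to 63.7% in *Dicer* KO oocytes. With the replicate block they were 69.2%, 66.0% and 62.2%, where same-numbered libraries deviated together with a mean r of 0.0317, -0.0570 and -0.0783. Fitting all 5 groups together moved the *Ago2* ADH share most, to 66.7%. Transcripts of the same gene share reads, which these intervals do not take into account.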

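Among mis-regulated transcripts, the median absolute log2 fold change was 0.87 for the 3870 up-regulated and 0.50 for the 3793 down-regulated transcripts in *Ago2* ADH vs. *Ago2* fl/fl oocytes, a difference of 0.36. In *Ago2* null vs. *Ago2* fl/fl oocytes the medians were 0.91 and 0.57, a difference of 0.33, and in *Dicer* KO vs. *Dicer* WT oocytes 0.93 and 0.61, a difference of 0.32. In each comparison a 2-sided permutation test with 100000 resamples gave p = 1e-05, which is the smallest they can give. Transcripts are not independent replicates. With each library left out in turn the differences were from 0.36 to 0.43, from 0.34 to 0.39 and from 0.28 to 0.39. With the replicate block, for which same-numbered libraries had a mean r of 0.0317, -0.0570 and -0.0783, they were 0.35, 0.38 and 0.35.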

Because *Cre*-mediated recombination to excise the floxed allele of *Ago2* and impair endo-siRNA function occurs in small, growing oocytes, and we utilized full-grown oocytes in our study, most likely the changes that we observe in the transcriptome are not only primary to disruption of siRNA function, but represent a complex array of downstream effects. Interrogating the transcriptome in growing oocytes should provide a better picture of the direct targets of endo-siRNAs.

As expected, there was an excellent correlation between the *Ago2* ^ADH^ and *Dicer* datasets (Fig. 5A). 

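Across the 18001 transcripts tested in both, the log2 fold changes of *Ago2* ADH vs. *Ago2* fl/fl and of *Dicer* KO vs. *Dicer* WT oocytes had a Spearman correlation of 0.741 and a Pearson correlation of 0.793. This correlation is across transcripts, which are not independent replicates. Leaving out each library in turn gave Spearman correlations from 0.694 to 0.753 across 12 fits. The fits with the replicate block, in which same-numbered libraries had a mean r of 0.0317 in the *Ago2* and -0.0783 in the *Dicer* comparison, gave 0.738. The filter on low counts moved the correlation most, and without it the value was 0.581. The *Ago2* and *Dicer* comparisons have no library in common, and each fold change was computed within its own series.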

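Of the 3793 transcripts down-regulated in *Ago2* ADH oocytes, 2475 (65.3%, 95% Wilson interval 63.7% to 66.8%) were also down-regulated in *Dicer* KO oocytes. Among the 18001 transcripts tested in both comparisons, 3763 were down-regulated in *Ago2* ADH and 3294 in *Dicer* KO oocytes, and 689 would be shared by chance. The odds ratio was 31.5, and the log10 of the p-value of a 1-sided Fisher's exact test was -1311, where transcripts are counted as independent although those of one gene share reads. With the replicate number as a block (mean r of same-numbered libraries 0.0317 and -0.0783) the share was 60.4%, and it was lowest, 54.7%, with the block and offsets for GC content and length. From the side of *Dicer* KO oocytes, 74.8% of the down-regulated transcripts were also down-regulated in *Ago2* ADH oocytes.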

Of the 3242 transcripts that were down-regulated in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes, 2385 (74%) were also down-regulated in *Dicer* KO vs. WT oocytes. Similarly, of the 3199 transcripts that were up-regulated in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes, 2165 (68%) were also up-regulated in *Dicer* KO vs. WT oocytes. 

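Of the 3870 transcripts up-regulated in *Ago2* ADH oocytes, 2258 (58.3%, 95% Wilson interval 56.8% to 59.9%) were also up-regulated in *Dicer* KO oocytes, where 642 would be expected by chance among the transcripts tested in both. The odds ratio was 24.9, and the log10 of the 1-sided p-value of Fisher's exact test was -1120.2. With each library left out in turn, the share was from 49.4 to 64.5%. The replicate block, with the same mean r of paired libraries as for the down-regulated transcripts, gave 54.4%. In opposite directions, 16 transcripts were up-regulated in *Ago2* ADH and down-regulated in *Dicer* KO oocytes, and 44 were down-regulated in *Ago2* ADH and up-regulated in *Dicer* KO oocytes.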

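In *Ago2* null oocytes, 2404 of the 3680 down-regulated transcripts (65.3%) were also down-regulated in *Dicer* KO oocytes, and 2082 of the 3477 up-regulated transcripts (59.9%) were also up-regulated. By chance 665 and 572 would be shared among the 18114 transcripts tested in both. Fisher's exact test, 1-sided, gave log10 p-values of -1258 and -1031. The Spearman correlation of the log2 fold changes across these transcripts was 0.734. With the replicate block (mean r of same-numbered libraries -0.0570 and -0.0783) the shares were 66.2% and 60.4% and the correlation was 0.724.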

Comparable numbers were obtained when *Ago2* null and *Dicer* datasets were compared (S4 Fig.). 

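At an FDR of 1%, edgeR's quasi-likelihood test found 23 of 19306 tested transcripts, of 17 genes, that differed between *Ago2* ADH and *Ago2* null oocytes, 13 more abundant and 10 less abundant in *Ago2* ADH oocytes. At an unadjusted p under 0.05 there were 1931. The number depended on the analysis. It was 81 with DESeq2, 94 without the filter on low counts, and from 9 to 21 when an *Ago2* ADH library was left out. The replicate number as a block gave 142 transcripts. Same-numbered *Ago2* ADH and *Ago2* null libraries deviated with a mean r of 0.0391.

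*Ago2* had 680.1 ± 37.2 normalized counts (SD, n = 3) in *Ago2* ADH and 326 ± 69.5 (SD, n = 2) in *Ago2* null oocytes, a log2 fold change of 1.06 (standard error 0.148, adjusted p = 0.00163 from edgeR's quasi-likelihood test). Without *Ago2* ADH replicate 1 it no longer passed the 1% threshold. The largest difference was that of *Gpr20*, with 575 ± 44.9 normalized counts (SD, n = 3) in *Ago2* ADH oocytes and none in *Ago2* null oocytes (adjusted p = 6.10e-11 from the same test). *Slc4a3* (chromosome 1, 75546044 to 75559431) had 200.4 ± 35.6 (SD, n = 3) against 16.4 ± 0.727 (SD, n = 2).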

Also as expected, the transcriptome of *Ago2* ^ADH^ and *Ago2* null oocytes was very similar, with only 33 transcripts (24 genes) whose abundance differs between these two groups, one of them being *Ago2* itself (S5 Fig., S1 Table). Accordingly, the overlap between genes up-regulated compared to *Ago2* ^fl/fl^ oocytes in both groups or down-regulated in both groups is quite high (79–84%, S6 Fig.).

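Of the transcripts up-regulated in *Ago2* ADH oocytes, 3036 (78.4%) were also up-regulated in *Ago2* null oocytes, and 87.3% of those up-regulated in *Ago2* null were up-regulated in *Ago2* ADH oocytes. For down-regulated transcripts, 3079 were shared, 81.2% of the *Ago2* ADH list and 83.7% of the *Ago2* null list. In opposite directions, 3 transcripts were up-regulated in *Ago2* ADH and down-regulated in *Ago2* null oocytes, and none the reverse. The Spearman correlation of the log2 fold changes across 18736 transcripts was 0.909. Both comparisons use the same *Ago2* fl/fl libraries. With *Ago2* ADH and *Ago2* null compared with different *Ago2* fl/fl libraries, the correlation was from 0.826 to 0.859. With the replicate block (mean r of same-numbered libraries 0.0317 and -0.0570), the shares of the *Ago2* ADH lists were 70.6% for up-regulated and 71.7% for down-regulated transcripts, and those of the *Ago2* null lists were 91.4% and 89.4%.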

**Fig 5:**
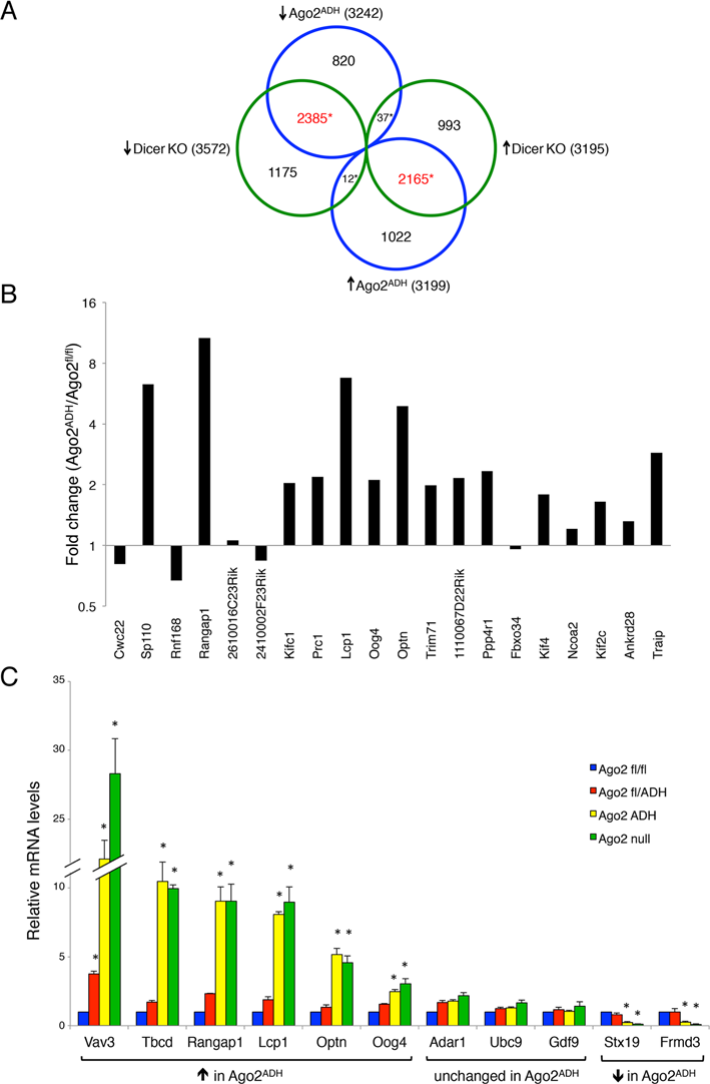
Extensive transcriptome changes, and high correlation with *Dicer* KO oocytes, in *Ago2* ^ADH^ oocytes. Oocytes from *Ago2* ^fl/fl^, *Ago2* ^ADH^, *Ago2* null, *Dicer* WT, and *Dicer* KO females were subjected to RNA-seq. A) Comparison of transcripts up-regulated (↑) or down-regulated (↓) in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes (blue circles) with those up-regulated (↑) or down-regulated (↓) in *Dicer* KO vs. *Dicer* WT oocytes (green circles). Mis-regulated transcripts were identified using an FDR of 0.01. The overlapping transcripts are shown in red. *p< 2.2e-16, Chi-square test. B) The majority of genes that produce endo-siRNAs in oocytes are up-regulated in the absence of AGO2 catalytic activity. Transcript levels in our RNA-seq dataset were compared in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes for the 20 genes that produce the largest number of endo-siRNAs [9] and fold-changes were calculated. C) Validation of RNA-seq data by qRT-PCR. The relative abundance of 11 selected transcripts [6 up-regulated (↑), 3 unchanged, and 2 down-regulated (↓)] in our RNA-seq dataset when comparing *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes) was determined in oocytes of the different *Ago2* genotypes by qRT-PCR. Transcript levels in *Ago2* ^fl/fl^ oocytes were set as 1. Data are expressed as the mean ± SEM of 3 experiments. *p< 0.05 vs. *Ago2* ^fl/fl^; two-way ANOVA, followed by Bonferroni post-test.

Although the overlap between genes mis-regulated in *Ago2* ^ADH^ and *Dicer* KO oocytes is quite high, there are many genes that are regulated differently in both groups. 

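Of the 18001 transcripts tested in both comparisons, 4733 were mis-regulated in the same direction in *Ago2* ADH and *Dicer* KO oocytes and 60 in opposite directions. Another 2750 were mis-regulated only in *Ago2* ADH and 1559 only in *Dicer* KO oocytes at an FDR of 1%. Of these, 2318 of the 2750 and 1296 of the 1559 had a fold change of the same direction in the other comparison. The difference between the *Ago2* ADH and *Dicer* KO log2 fold changes was therefore tested itself, as an interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed the 1% threshold for 692 of 19500 tested transcripts, including 167 of the 2750, 194 of the 1559 and all 60 that changed in opposite directions. The fit with replicate blocks (mean r of same-numbered libraries 0.0317 and -0.0783) gave 537 transcripts, and leaving out each library in turn gave from 439 to 913. The *Ago2* and *Dicer* libraries were sequenced as separate series, so this difference includes any difference between the series that acts on mutant and control libraries unequally.

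Among transcripts changed in opposite directions, *Cyp11a1* (chromosome 9, 57998024 to 58027031) rose by 1.73 (standard error 0.329) in *Ago2* ADH and fell by 2.91 (standard error 0.519) in *Dicer* KO oocytes, a difference of 4.61 on the log2 scale (adjusted p = 3.48e-05 from the interaction test in edgeR). *Rnf168* (chromosome 16, 32277461 to 32301442), one of the 20 genes that produce the most endo-siRNAs, fell by 0.57 (standard error 0.0504) in *Ago2* ADH and rose by 1.49 (standard error 0.0652) in *Dicer* KO oocytes (adjusted p of the difference = 2.03e-14 from the same test). The differences of *Isg20* and *Gdpd3* were 3.35 and 3.01, and those of *Fam47e* and *Myo10* were -3.02 and -2.21. Whether RNA from cumulus cells around the oocytes added to any of these differences, that of *Cyp11a1* included, was not tested.

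**Figure D1:**
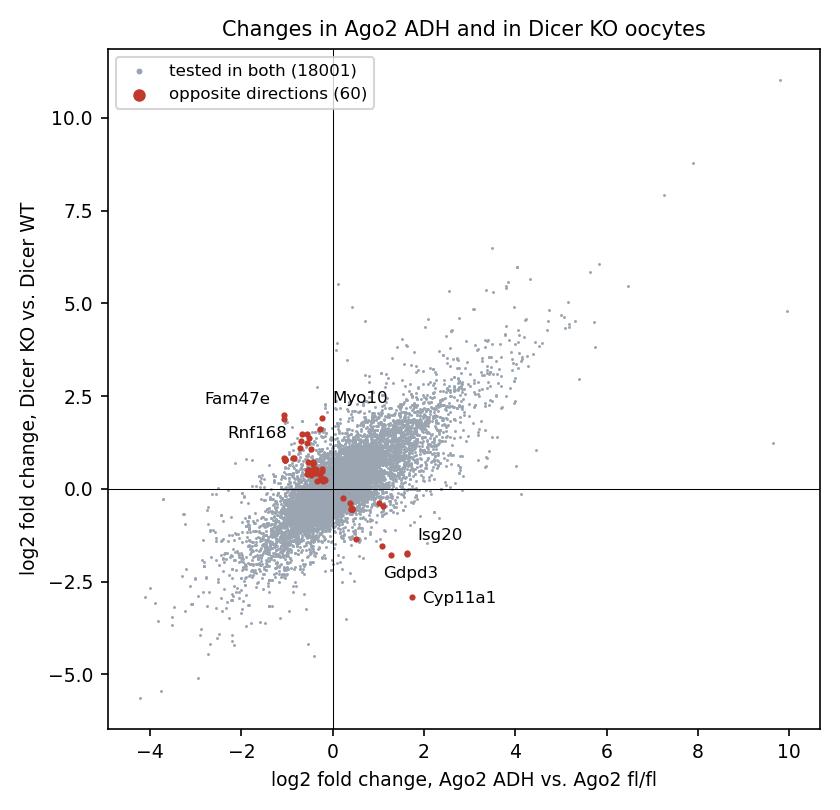
Log2 fold changes of the 18001 transcripts tested in both comparisons, *Ago2* ADH vs. *Ago2* fl/fl oocytes on the x axis and *Dicer* KO vs. *Dicer* WT oocytes on the y axis, 1 point per transcript. The 60 transcripts in red changed in opposite directions at an FDR of 1%, and the named genes have the largest differences in each direction.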

One possible explanation for these differences is that endo-siRNAs could have additional functions not mediated through AGO2-dependent endonucleolytic cleavage of target mRNAs. Also, AGO2 could cleave other, yet uncharacterized, DICER-independent small RNAs.

Given that a population of endo-siRNAs in oocytes derives from protein-coding genes, it was postulated that these small RNAs regulate expression of their precursor mRNAs [9,10]. To test this hypothesis, we analyzed our RNA-seq data for the transcript levels of the 20 genes that produce the largest number of siRNAs in oocytes [9]. The vast majority (15/20) are up-regulated in the absence of AGO2 catalytic activity (Fig. 5B), demonstrating a functional role for endo-siRNAs in the regulation of endogenous transcripts through endonucleolytic cleavage. 

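Of the 20 genes, 15 were up-regulated in *Ago2* ADH vs. *Ago2* fl/fl oocytes at an FDR of 1% (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2 were down-regulated, and 16 had a fold change above 1. The number up-regulated was 15 under each alternative tried, the replicate block (mean r of same-numbered libraries 0.0317) and the fits with 1 library left out included. In 11 of the 20 genes the increase was at least 2-fold. The median log2 fold change was 1.02. None of 10000 random lists of 20 genes matched on expression had so high a median, the highest being 0.33, and a random list had a median of 4 up-regulated genes.

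*Rangap1* (chromosome 15, 81704248 to 81730798) had 4629 ± 189 normalized counts (SD, n = 3) in *Ago2* ADH and 431 ± 29.1 (SD, n = 3) in *Ago2* fl/fl oocytes, a log2 fold change of 3.42 (standard error 0.0764, adjusted p = 1.87e-17 from the same test). *Lcp1* and *Sp110* rose by 2.77 and 2.66 on the log2 scale, from 2996 to 20461 and from 25309.6 to 160221 normalized counts. The smallest increases among the 15 were those of *Ncoa2* and *Ankrd28*, 0.28 and 0.41. *Cwc22* fell by 0.29 and *Rnf168* fell by 0.57, and *Cwc22* (adjusted p = 0.00184 from edgeR) no longer passed the threshold without *Ago2* fl/fl replicate 3. The other 3 genes, *Fbxo34* and the genes of NM_027930 and NM_025880, did not change detectably, with adjusted p-values of 0.439, 0.280 and 0.488. NM_025880 had only 85.0 normalized counts in *Ago2* fl/fl oocytes, so a small change in it was not detectable at this depth. From the increase of most of these genes in the absence of AGO2 catalytic activity, the paper concludes that endo-siRNAs regulate endogenous transcripts through endonucleolytic cleavage.

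**Figure D2:**
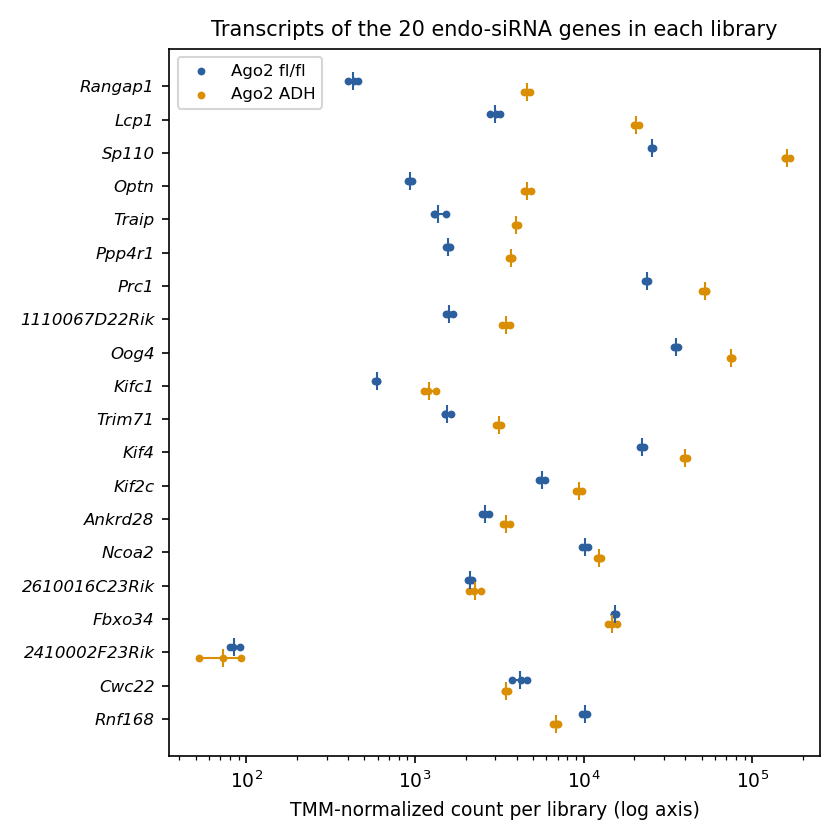
TMM-normalized counts, on a log axis, of the 20 genes in each of the 3 *Ago2* fl/fl and 3 *Ago2* ADH libraries, with the mean as a tick and the SD as a bar. All *Ago2* ADH libraries lie above all *Ago2* fl/fl libraries for the 15 up-regulated genes, and below them for *Cwc22* and *Rnf168*.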

The RNA-seq data were validated by performing qRT-PCR on several transcripts for which expression was either significantly increased, decreased, or unchanged in *Ago2* ^ADH^ oocytes, obtaining very similar results (Fig. 5C). 

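The 11 genes of Fig. 5C had these changes in the RNA-seq counts of *Ago2* ADH vs. *Ago2* fl/fl oocytes. *Vav3* (chromosome 3, 109340465 to 109685694) rose from 208 ± 6.87 (SD, n = 3) to 7553 ± 206 (SD, n = 3) normalized counts, a log2 fold change of 5.18 (standard error 0.0726, adjusted p = 7.55e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tbcd* rose by 2.83, *Rangap1* by 3.42, *Lcp1* by 2.77, *Optn* by 2.31 and *Oog4* by 1.09 on the log2 scale. In *Ago2* null oocytes *Vav3* rose by 5.22, *Tbcd* by 2.88, *Rangap1* by 3.39, *Lcp1* by 2.66 and *Oog4* by 1.14. *Adar1*, *Ubc9* and *Gdf9*, which the paper gives as unchanged, had log2 fold changes of -0.044, 0.13 and -0.022 in *Ago2* ADH oocytes, with adjusted p-values of 0.661, 0.0369 and 0.790. *Frmd3* fell by 4.10 (adjusted p = 6.06e-08 from the same test). *Stx19* fell by 3.55 (adjusted p = 0.000821 from the same test) and rested on few counts, 22.1 ± 9.44 (SD, n = 3) in *Ago2* fl/fl and 1.67 ± 2.09 (SD, n = 3) in *Ago2* ADH oocytes. The qRT-PCR measurements themselves are not analysed here.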

We had previously demonstrated that the transcripts levels of genes that make siRNAs were increased in *Dicer* null oocytes [9], indicating a gene regulatory role for these small RNAs. Nevertheless, it was not clear if transcript regulation was due to endonucleolytic cleavage or if the mere production of siRNAs was diminishing the relative abundance of the transcript. Our results demonstrate that the action of siRNAs is through endonucleolytic cleavage of target mRNAs.

To gain insight into specific pathways that could be affected in *Ago2* ^*ADH*^ oocytes, gene ontology analysis of mis-regulated transcripts was performed using the database for annotation, visualization and integrated discovery (DAVID). 

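The gene ontology analysis with DAVID is not repeated here, and 2 of the categories were approximated by gene symbols. Of 85 tested genes for ribosomal proteins, 39 (45.9%, 95% Wilson interval 35.7% to 56.4%) were up-regulated in *Ago2* ADH oocytes at an FDR of 1%, against 20.8% of the 13893 other tested genes (odds ratio 3.22, 2-sided Fisher's exact test p = 2.78e-07). Of 55 tested genes for kinesins and tubulins, 18 (32.7%, 21.8% to 45.9%) were up-regulated, against 21.0% of 13923 other genes (odds ratio 1.84, 2-sided Fisher's exact test p = 0.0446). With the replicate block (mean r of same-numbered libraries 0.0317), 45.9% of the ribosomal protein genes and 32.7% of the kinesin and tubulin genes were up-regulated, and with the block and offsets for GC content and length 34.1% and 32.7%. By the same Fisher's exact test, the difference for kinesins and tubulins was not significant at an FDR of 5% (38.2% up-regulated), without *Ago2* ADH replicate 2 (29.8%) or without *Ago2* fl/fl replicate 2 (28.1%). Genes of a category are not independent of each other. The other tested genes were not matched on expression, and genes with more counts pass the threshold more easily. These tests therefore do not separate an effect of the category from one of expression level.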

For genes that are up-regulated in *Ago2* ^*ADH*^ oocytes, cell cycle, cell division, and regulation of translation, as well as microtubules and ribosomes were enriched (S7 Fig.); very similar categories were over-represented among genes up-regulated in *Dicer* KO oocytes (S8 Fig.). Many more categories were enriched among the genes that are down-regulated in *Ago2* ^*ADH*^ oocytes (S9 Fig.); these include RNA binding, nucleotide binding, cell cycle, chromosome, and transcription. And there was also an excellent correlation with those categories enriched for genes that are down-regulated in *Dicer* KO oocytes (S10 Fig.).

Although the miRNA pathway is dispensable in mouse oocytes, we were interested in determining if miRNA levels were normal in *Ago2* ^ADH^ oocytes, because *Ago2* null oocytes have reduced miRNA levels [15]. The concentration of 5 abundant miRNAs was assayed in oocytes of different *Ago2* genotypes. Mature miRNA levels were significantly decreased in both *Ago2* ^ADH^ and *Ago2* null oocytes (S11A Fig.). Consistent with this finding, the modest miRNA-mediated translational repression, as assayed using luciferase reporters, was also reduced (S11B Fig.). Although AGO proteins stabilize mature miRNAs (and hence AGO loss leads to miRNA turnover), the catalytic activity of AGO2 is not required for this effect [19–21]. There are at least two possible explanations for the discrepancy with our results. First, *Ago2* ^ADH^ oocytes contain only one allele of *Ago2* and hence the amount of protein is likely half the amount present in wild-type oocytes. Although *Ago3* is the most abundant *Ago* transcript in mouse oocytes (S12A Fig.), *Ago2* levels are substantial and a decrease in available AGO protein concentration may affect miRNA stability. Also, the levels of the other *Ago* transcripts are unchanged in both *Ago2* ^ADH^ and *Ago2* null oocytes (S12B Fig.; only *Ago2* and *Ago3* transcript levels are shown because *Ago1* and *Ago4* mRNA levels are extremely low, undetectable in many samples, but are not up-regulated in *Ago2* ^ADH^ oocytes). Second, the aforementioned studies were performed in somatic cells, which lack endo-siRNAs. Because the catalytic activity of AGO2 is required for passenger strand cleavage and siRNA unwinding [22–25], in *Ago2* ^ADH^ oocytes siRNA duplexes would remain associated with AGO2, preventing miRNA binding and thus leading to more rapid miRNA turnover. The *Zp3*-driven Cre recombinase utilized to delete the floxed allele of *Ago2* is active very early during oocyte growth [26], which takes ~ 3 weeks during which time transcription starts to decrease around mid-growth such that the full grown oocyte is transcriptionally inactive. Therefore, a small difference in miRNA stability can result over time in a highly significant decrease in miRNA levels. However, because mice whose oocytes are depleted of miRNAs show no discernable phenotype [12], the phenotype of *Ago2* ^ADH^ mice cannot be attributed to differences in oocyte miRNA levels.

In mammals, endo-siRNAs have only been described in mouse oocytes, ES cells, and male germ cells [9,10,27,28]. A physiological role for endo-siRNAs, however, has not been demonstrated in mammals. Mouse oocytes and ES cells lack the interferon response, an anti-viral defense mechanism against long dsRNA [29,30], and germ cells in the testis have also been suggested to be insensitive to interferon and hence tolerate dsRNA precursors that could generate endo-siRNAs [28]. In the mouse testis, ablation of *Dicer* or *Drosha* in germ cells leads to abnormal spermatogenesis, but male mice with a germ cell-specific ablation of *Ago2* show no phenotype [31,32], suggesting that miRNAs are essential for spermatogenesis, but endo-siRNAs are dispensable in the male germline. In contrast, we find that endo-siRNAs are essential in the female germline in mouse. The presence in oocytes of *DICER* ^*O*^ that efficiently generates siRNAs from long dsRNA precursors, coupled with the absence of an interferon response, makes the mouse oocyte a privileged environment for siRNA action and may explain why this highly specialized cell relies on the siRNA pathway to regulate gene expression and protect genomic integrity. Given that *DICER* ^*O*^ is only expressed in mouse and rat oocytes, but not other rodent or non-rodent species [13], this essential role of siRNAs in oocytes may be restricted to the *Muridae* family.

Because most animal miRNAs silence their targets by translational repression, often linked to mRNA decay, but not by endonucleolytic cleavage, it has been puzzling that one mammalian AGO protein (AGO2) has retained catalytic activity. The finding that the catalytic activity of AGO2 is required for biosynthesis of one miRNA, miR-451 [14], and that this small RNA is essential for erythropoiesis [33] provided an answer to this conundrum. Our findings of an essential role of siRNAs through endonucleolytic cleavage during female meiosis strengthen the idea of evolutionary pressure that at least one AGO retain catalytic activity.

## Materials and Methods

### Animals

*Ago2* ^fl/+^ animals [20] were crossed to *Ago2* ^ADH/+^ mice [14]. The resulting *Ago2* ^fl/ADH^ females were crossed to Zp3-Cre males (Jackson Laboratories) and their progeny were intercrossed to produce *Ago2* ^fl/ADH^; Cre/+ (*Ago2* ^ADH^) mice (S1 Fig.). These crosses also generated *Ago2* null mice. To determine fertility, two *Ago2* ^ADH^ and two *Ago2* ^fl/ADH^ female mice were bred with several males of proven fertility for a period of 6 months. Oocyte-specific *Dicer* null mice have been described [7]. All animal experiments were approved by the Institutional Animal Use and Care Committee of the University of Pennsylvania (protocol number 803551) and were consistent with National Institutes of Health guidelines.

### Oocyte collection, meiotic maturation, and culture

Four- to six-week-old female mice were primed by intraperitoneal injection of 5 IU of equine chorionic gonadotropin (eCG) 48 h before oocyte collection. Full-grown, germinal vesicle (GV)-intact cumulus-enclosed oocytes were collected as previously described [34]. The collection medium was bicarbonate-free minimal essential medium (Earle’s salt) supplemented with polyvinylpyrrolidone (3 mg/mL) and 25 mM HEPES, pH 7.3 (MEM/PVP). Germinal vesicle breakdown was inhibited by including 2.5 μM milrinone [35]. The oocytes were transferred to CZB medium [36] containing 2.5 μM milrinone and cultured in an atmosphere of 5% CO_2_ in air at 37°C until microinjection was performed. In experiments in which oocyte maturation was assessed, after collection the oocytes were transferred to milrinone-free CZB medium and cultured for 16h in an atmosphere of 5% CO_2_ in air at 37°C.

### Oocyte microinjection

GV oocytes were microinjected with approximately 5 pL of either siRNAs or cRNAs in MEM/PVP containing 2.5 μM milrinone as previously described [37]. *c-Mos* siRNA (CTGAACATTGCAAGACTAC; Dharmacon) was microinjected at 50 μM. For live imaging experiments, oocytes were microinjected with *Aurka-Gfp* cRNA (590 ng/μl) and *H2b-mCherry* cRNA (1035 ng/μL). miRNA reporters and firefly luciferase cRNAs were microinjected at 0.05 μg/μl.

### Immunohistochemistry, immunofluorescence and live cell imaging

For immunohistochemistry, whole ovaries were fixed for 16h in Bouin’s fixative, embedded in paraffin, sliced to 10-μm sections, and stained with hematoxylin and eosin.

Immunofluorescence was performed as previously described [38]. The meiotic spindle was stained with a mouse anti-(-tubulin monoclonal antibody conjugated to AlexaFluor 488 (1:100; Life Technologies), the cortical actin cap was visualized with Alexa Fluor 633-conjugated phalloidin (1:500; Life Technologies). DAPI (Sigma) and TO-PRO3 (Life Technologies), both at 1.5 μg/mL, were used to label DNA and were added to the mounting medium (Vectashield, Vector Laboratories).

cRNAs encoding AURKA-GFP and H2B-mCherry were synthesized as described [39]. Oocytes were microinjected with *Aurka-Gfp* and *H2b-mCherry* cRNAs, cultured for 5 h in CZB + milrinone, and then transferred to individual drops of milrinone-free CZB medium, where meiotic maturation was assessed through live imaging, as described [39]. Images of individual cells were acquired every 18 min during 16 h and processed using NIH ImageJ software.

### mRNA quantitative RT—PCR

Total RNA was extracted from 20 full-grown oocytes using Trizol (Life Technologies), according to the manufacturer’s protocol, except that 2 ng of *Egfp* RNA was added to the Trizol at the beginning of RNA isolation to serve as an exogenous normalization gene. cDNA was prepared by reverse transcription of total RNA with Superscript II and random hexamer primers. One oocyte equivalent of the resulting cDNA was amplified using TaqMan probes and the ABI Prism Sequence Detection System 7000 (Applied Biosystems). Two replicates were run for each real-time PCR reaction; a minus template served as control. Quantification was normalized to *Egfp* within the log-linear phase of the amplification curve obtained for each probe/primer using the comparative *C*_T_ method (ABI PRISM 7700 Sequence Detection System, User Bulletin 2, Applied Biosystems, 1997). The TaqMan gene expression assays used were: Mm00445082_m1 (*Vav3*), Mm00551650_m1 (*Tbcd*), Mm00441071_m1 (*Rangap1*), Mm00620601_m1 (*Oog4*), Mm00786153_s1 (*Lcp1*), Mm00725286_m1 (*Optn*), Mm00433565_m1 (*Gdf9*), Mm00508001_m1 (*Adar1*), Mm00459008_m1 (*Stx19*), Mm00556276_m1 (*Frmd3*), Mm00462977_m1 (*Ago1*), Mm03053414_g1 (*Ago2*), Mm01188534_m1 (*Ago3*), and Mm00462659_m1 (*Ago4*). For *Ubc9*, *Egfp*, *and c-Mos*, custom TaqMan Gene Expression Assays were used that had the following primers and probes: *Ubc9* forward primer 5′-CAGGTGAGAGCCAAGGACAAA-3′, *Ubc9* reverse primer 5′-GGCCCACTGTACAGCTAACA-3′, *Ubc9* probe 5′-CTGGCCTGCATTGATC-3′; *Egfp* forward primer: 5′-GCTACCCCGACCACATGAAG-3′, *Egfp* reverse primer: 5′-CGGGCATGGCGGACTT-3′, *Egfp* probe: 5′-CAGCACGACTTCTTC-3′; *c-Mos* forward primer: 5′-GGGAACAGGTATGTCTGATGCA-3′, *c-Mos* reverse primer: 5′-CACCGTGGTAAGTGGCTTTATACA-3′, *c-Mos* probe: 5′-CCGAGCCAAACCCTC-3′.

### Transposon quantitative RT—PCR

RNA isolation and reverse transcription were performed as above. Real-time PCR was done using one oocyte equivalent per reaction and SYBR Green master mix. β-actin served as an internal control for normalization. Primer sequences were: MT.fwd: 5’-TGTTAAGAGCTCTGTCGGATGTTG-3’; MT.rev: 5’-ACTGATTCTT CAGTCCCAGCTAAC-3’; SineB1.fwd: 5’-GTGGCGCACGCCTTTAATC-3’; SineB1.rev: 5’-GACAGGGTTTCTCTGTGTAG-3’; SineB2.fwd: 5’-GAGATGGCTCAGTGGTTAAG-3’; SineB2.rev: 5’-CTGTCTTCAGACACTCCAG-3’; Line L1 ORF2.fwd: 5’-TTTGGGACACAATGAAAGCA-3’; Line L1 ORF2.rev: 5’-CTGCCGTCTACTCCTCTTGG-3’; IAP LTR.fwd: 5’-TTGATAGTTGTGTTTTAAGTGGTAAATAAA-3’; IAP LTR.rev: 5’-AAAACACCACAAACCAAAATCTTCTAC-3’; actin.fwd: 5’- CGGTTCCGATGCCCTGAGGCTCTT-3’; actin.rev: 5’-CGTCACACTTCATGATGGAATTGA-3’.

### miRNA quantitative RT—PCR

miRNA levels were assayed using the TaqMan MicroRNA Cells-to-C_T_ kit (Life Technologies), following the manufacturers’ instructions, with slight modifications. Briefly, 9.1 μl of lysis solution was added to a tube containing 50 previously frozen full-grown oocytes. The samples were incubated for 8 min at room temperature and then 0.9 μl of stop solution was added, followed by a 2 min incubation at room temperature. Reverse transcription was performed using MultiScribe reverse transcriptase and following a multiplex protocol where the different miRNA-specific primers are mixed at a final concentration of 250 nM each. The resulting cDNA was diluted 10 times and real-time PCR was performed as described for mRNAs, using *snoRNA202* as normalizing control. The following small RNA TaqMan assays were used: 000391 (*mmu-miR-16–5p*), 000580 (*mmu-miR-20a-5p*), 000602 (*mmu-miR-30b-5p*), 002459 (*mmu-miR-106a-5p*), 002406 (*mmu-let-7e-5p*), and 001232 (*snoRNA202*).

### RNA sequencing

Twenty oocytes were lysed in 5 μL of NuGen lysis buffer. Each tube contained oocytes derived from 3 or 4 different animals of the same genotype and collection was performed three times to obtain 3 replicates per group. The groups were: *Ago2* ^fl/fl^, *Ago2* ^ADH^, *Ago2* null, *Dicer* WT and *Dicer* KO. The lysate was used for cDNA synthesis using the Ovation RNA-Seq System V2 (Nugen) according to the manufacturer’s protocol. The resulting cDNA was fragmented into 200bp using Covaris shearing, and the Ovation Ultralow DR Multiplex System (Nugen) was used for library construction. The size and concentration of the resulting libraries were checked on Bioanalyzer, quantified by qPCR and sequenced on Illumina HiSeq 2000 with PE50. Sequencing reads were mapped to the mm10 refGene transcriptome and genome using TopHat v2.0.3 [40] with options ‘--read-mismatches 1 --read-gap-length 1 --read-edit-dist 1 --max-multihits 100 --no-discordant --b2-very-sensitive --transcriptome-max-hits 100 --library-type fr-unstranded --no-coverage-search --no-novel-juncs’ for 36bp reads and ‘--read-mismatches 3 --read-edit-dist 3—max-multihits 100 --b2-very-sensitive --transcriptome-max-hits 100 --library-type fr-unstranded --no-coverage-search --no-novel-juncs’ for 50bp reads. Read counts were computed using htseq-count (http://dx.doi.org/10.1101/002824) with options ‘--stranded = no -mode = intersection-strict’. Differential expression analysis was performed using the DESeq R package (version 1.10.1) [41]. Gene ontology (GO) analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online resource [42,43] and using only the molecular function, cellular component, and biological process terms in the gene ontology database. The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE57514 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57514).

### Luciferase assays

Oocytes were microinjected with reporters that contain four bulged miR-30c sites (RL-4xB) downstream of the Renilla luciferase coding sequence. As a control, a reporter where the four miR-30c sites were mutated (RL-4xM) was used [11,44]. For normalization, firefly luciferase cRNA was coinjected with the Renilla luciferase reporters. The experiments were performed as previously described [11].

### Statistical analysis

All experiments were replicated at least three times, except for luciferase assays, which were performed twice. Data were analyzed by ANOVA, followed by Bonferroni post-test. RNA-seq data were analyzed using a Chi-square test. A p< 0.05 was considered statistically significant.

## Supporting Information

S1 Fig Breeding scheme to generate mice with catalytically inactive AGO2 in their oocytes. *Ago2* ^fl/+^ animals were mated with *Ago2* ^ADH/+^ mice. The resulting *Ago2* ^fl/ADH^ females (black circle) were mated with mice carrying Cre recombinase under the control of the oocyte-specific *Zp3* promoter to achieve deletion of the floxed allele exclusively in oocytes. *Ago2* ^fl/+^; Cre/+ animals derived from this cross (blue circle) were crossed to *Ago2* ^fl/ADH^ animals. This cross generated an F3 that contained all 4 genotypes utilized in this study: *Ago2* ^fl/fl^ (fl/fl), *Ago2* ^fl/ADH^ (fl/ADH), *Ago2* ^fl/ADH^; Cre/+ (ADH, red circle), and *Ago2* ^fl/fl^; Cre/+ (null) mice.
(TIF) Click here for additional data file.

S2 Fig Increased abundance of mouse transcript (MT) retrotransposon in *Dicer* null oocytes. The levels of various transposons were determined by qRT-PCR in oocytes from *Dicer* WT or KO females, as described in Materials and Methods. Transposon levels in *Dicer* WT oocytes were set as 1. Data are expressed as the mean ± SEM of four experiments. *p< 0.001; two-way ANOVA, followed by Bonferroni post-test.
(TIF) Click here for additional data file.

S3 Fig Comparison of magnitude of change in transcripts up-regulated vs. down-regulated between different RNAseq datasets. For each pair of samples, all transcripts that were differentially expressed at a 1% FDR were analyzed. The absolute values of fold changes (in logarithmic scale) were calculated. A) *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^, B) *Ago2* null vs. *Ago2* ^fl/fl^, C) *Dicer* KO vs. WT. The differences between up-regulated and down-regulated transcripts for all three comparisons are significant (p< 2.2e-16 by a Wilcoxon rank-sum test).
(TIF) Click here for additional data file.

S4 Fig Comparison of transcripts mis-regulated in *Ago2* null vs. *Dicer* KO oocytes. Comparison of transcripts up-regulated (↑) or down-regulated (↓) in *Ago2* null vs. *Ago2* ^fl/fl^ oocytes (blue circles) with those up-regulated (↑) or down-regulated (↓) in *Dicer* KO vs. *Dicer* WT oocytes (green circles). Mis-regulated transcripts were identified using an FDR of 1%. The overlapping transcripts are shown in red. *p< 2.2e-16, Chi-square test.
(TIF) Click here for additional data file.

S5 Fig Analysis of differential expression of transcripts between *Ago2* ^ADH^ and *Ago2* null groups. The graph depicts the fold change (*Ago2* ^ADH^ vs. *Ago2* null) in a logarithmic scale versus expression levels. Each transcript is represented with a dot. Transcripts that are differentially expressed (FDR = 1%) are colored in red.
(TIF) Click here for additional data file.

S6 Fig The transcriptomes of *Ago2* ^ADH^ and *Ago2* null oocytes are very similar. A) Overlap between transcripts up-regulated (↑) in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes (blue circles) and those up-regulated (↑) in *Ago2* null vs. *Ago2* ^fl/fl^ oocytes (green circles). B) Overlap between transcripts down-regulated (↓) in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes (blue circles) and those down-regulated (↓) in *Ago2* null vs. *Ago2* ^fl/fl^ oocytes (green circles). C) No overlap between transcripts up-regulated (↑) in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes (blue circles) and those down-regulated (↓) in *Ago2* null vs. *Ago2* ^fl/fl^ oocytes (green circles). D) No overlap between transcripts down-regulated (↓) in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes (blue circles) and those up-regulated (↑) in *Ago2* null vs. *Ago2* ^fl/fl^ oocytes (green circles). In all cases, mis-regulated transcripts were identified using an FDR of 1%. The overlapping transcripts are shown in red. *p< 2.2e-16, Chi-square test.
(TIF) Click here for additional data file.

S7 Fig Gene ontology (GO) analysis of transcripts up-regulated in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes. Up-regulated transcripts were identified using an FDR of 1% and analyzed using the functional annotation tool in DAVID. Only significant and non-redundant categories are shown (Benjamini p value< 0.05).
(TIF) Click here for additional data file.

S8 Fig Gene ontology (GO) analysis of transcripts up-regulated in *Dicer* KO vs. *Dicer* WT oocytes. Up-regulated transcripts were identified using an FDR of 1% and analyzed using the functional annotation tool in DAVID. Only significant and non-redundant categories are shown (Benjamini p value< 0.05).
(TIF) Click here for additional data file.

S9 Fig Gene ontology (GO) analysis of transcripts down-regulated in *Ago2* ^ADH^ vs. *Ago2* ^fl/fl^ oocytes. Down-regulated transcripts were identified using an FDR of 1% and analyzed using the functional annotation tool in DAVID. Only significant and non-redundant categories are shown (Benjamini p value< 0.05).
(TIF) Click here for additional data file.

S10 Fig Gene ontology (GO) analysis of transcripts down-regulated in *Dicer* KO vs. *Dicer* WT oocytes. Down-regulated transcripts were identified using an FDR of 1% and analyzed using the functional annotation tool in DAVID. Only significant and non-redundant categories are shown (Benjamini p value< 0.05).
(TIF) Click here for additional data file.

S11 Fig Decreased miRNA levels and miRNA activity in *Ago2* ^ADH^ oocytes. A) The levels of various abundant miRNAs in mouse oocytes were determined by qRT-PCR in oocytes from different *Ago2* genotypes, as described in Materials and Methods. miRNA levels in *Ago2* ^fl/fl^ oocytes were set as 1. Data are expressed as the mean ± SEM of four experiments. *p < 0.05 vs. *Ago2* ^fl/fl^; two-way ANOVA, followed by Bonferroni post-test. B) Relative Renilla luciferase activity in oocytes from *Ago2* ^*fl/*ADH^ and *Ago2* ^ADH^ mice. In vitro-transcribed reporter mRNAs containing four binding sites for miR-30c (RL-4xB) or a control reporter in which the miR-30c binding sites were mutated (RL-4xM) [11] were microinjected as described in Materials & Methods. Renilla luciferase reporter activities were normalized to the coinjected firefly luciferase control and are shown relative to the RL-4xM group, which was set to one. The experiment was performed twice, and similar results were obtained in each case. Shown are data (mean ± SEM) from one experiment. *p < 0.05 compared to control by one-way ANOVA, followed by Bonferroni post-test.
(TIF) Click here for additional data file.

S12 Fig Relative abundances of Argonaute transcripts in mouse oocytes. A) Real-time RT-PCR of *Ago1*, *Ago2*, *Ago3*, and *Ago4* transcripts was performed in oocytes from *Ago2* ^*fl/fl*^ mice. Delta Rn is the magnitude of the fluorescence signal generated during PCR at each time point. The experiment was performed three times and a representative example is shown. B) Real-time RT-PCR of *Ago1*, *Ago2*, *Ago3*, and *Ago4* transcripts was performed in oocytes from different *Ago2* genotypes. *Ago1* and *Ago4* levels were either extremely low or undetectable; therefore, only *Ago2* and *Ago3* transcript levels are shown. Transcript levels in *Ago2* ^fl/fl^ oocytes were set as 1. Data are expressed as the mean ± SEM of three experiments. *p < 0.05 vs. *Ago2* ^fl/fl^; two-way ANOVA, followed by Bonferroni post-test.
(TIF) Click here for additional data file.

S1 Table Transcripts differentially expressed between *Ago2* ^ADH^ and *Ago2* null oocytes. 

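S1 Table lists transcripts, their base means in each group, fold changes, p-values and adjusted p-values from the paper's DESeq test. A base mean is the mean count of a transcript after division by each library's size factor. The text of the table read here holds 30 transcripts of 22 genes. Of these, 29 passed the expression filter of the edgeR test and all 29 changed in the direction of the table. At an FDR of 1%, 9 of the 29 passed in edgeR's quasi-likelihood test, and at 5% 19 did. For *Ago2* the log2 fold change was 1.06, and the paper's reported value is 1.07. *Gpr20* had no count in the *Ago2* null libraries and 575 ± 44.9 normalized counts (SD, n = 3) in *Ago2* ADH oocytes. Size factors taken over all 14 libraries gave the base means of the table to within 0.000386%. The ratio of adjusted p to p in its first line is that of 23965 tested transcripts.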

List of transcripts that were differentially expressed between *Ago2* ^ADH^ and *Ago2* null oocytes, using an FDR of 1%. A: *Ago2* null group, B: *Ago*2^ADH^ group. The fold change is calculated as base mean B/base mean A. Highlighted is the *Ago2* transcript.
(XLSX) Click here for additional data file.

S1 Movie Live imaging of meiotic maturation in *Ago2* ^fl/ADH^ oocytes. The experiment was performed as described in Materials and Methods. AURKA-EGFP (green) labels the spindle poles and H2B-mCherry (red) labels chromosomes.
(AVI) Click here for additional data file.

S2 Movie Live imaging of meiotic maturation in *Ago2* ^ADH^ oocytes. The experiment was performed as described in Materials and Methods. AURKA-EGFP (green) labels the spindle poles and H2B-mCherry (red) labels chromosomes.
(AVI) Click here for additional data file.

S3 Movie Some *Ago2* ^ADH^ oocytes showed better chromosome alignment, but there were nonetheless some unaligned chromosomes and entry into anaphase failed. The experiment was performed as described in Materials and Methods. AURKA-EGFP (green) labels the spindle poles and H2B-mCherry (red) labels chromosomes.
(AVI) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

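RNA-seq counts of full-grown, GV-intact mouse oocytes were analysed in 14 libraries of 20 oocytes each, 3 *Ago2* fl/fl, 3 *Ago2* ADH, 2 *Ago2* null, 3 *Dicer* WT and 3 *Dicer* KO. The genotype and replicate number of each library were taken from the sample labels and checked against the paper, which states 3 replicates for every group. The values the authors deposited are raw read counts per RefSeq transcript, without normalization, followed by tallies of reads outside transcripts and of reads with several alignments. To make these counts, the authors prepared amplified cDNA from oocyte lysates, sequenced paired-end reads, aligned them with TopHat to the mm10 genome and refGene transcripts, keeping up to 100 alignments per read, and counted with htseq-count in its intersection-strict mode without regard to strand. A read is counted on every transcript of a gene that contains it, so transcripts of one gene are not independent, and reads with several alignments enter a separate tally. Near-identical genes at separate places, such as *Oog1* and *Gm2042*, had near-identical counts, so reads shared between such genes are not excluded. Amplified reads without molecular identifiers are not independent molecules, so intervals and detection floors cover counting error only.

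Transcripts were paired with gene symbols and GRCm38 coordinates from the RefSeq and GENCODE annotations given, which matched 26081 and 113 IDs. S1 Table gave 1 more symbol, and 300 IDs stayed without one. GRCm38 is the assembly that the paper calls mm10. GC content and length were taken from the GENCODE transcripts paired with these IDs and were known for 98.2% of the transcripts. Where a gene has several transcripts, the one with the highest mean count over all libraries stands for it.

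Each comparison was fitted on the libraries of its own groups with edgeR 4.0.16 in R 4.3.3. Transcripts passed the filter filterByExpr (minimum count 10, minimum total count 15), counts were normalized by TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment at an FDR of 1%. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Normalized counts are TMM-scaled counts at the mean library size of a comparison. The difference between the *Ago2* ADH and *Dicer* KO effects was tested as an interaction. Overlaps were tested with a 1-sided Fisher's exact test among transcripts tested in both comparisons, gene categories with a 2-sided Fisher's exact test, medians of fold changes with a 2-sided permutation test of 100000 resamples, and per-library ratios with 2-sided exact permutation tests. The endo-siRNA genes were compared with 10000 random gene lists drawn within 100 expression ranks. Other statistics were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Ribosomal protein genes were taken by the symbols Rpl, Rps and Rplp, without the Rps6k kinases and pseudogenes, and kinesin and tubulin genes by Kif, Kifc, Tuba, Tubb and Tubg, not from gene ontology.

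The genes named were set by a rule before the data were examined. They are the genes the paper names with an RNA-seq result, the Argonaute genes and *Dicer1*. They also include, in *Ago2* ADH and in *Dicer* KO oocytes, the 3 largest increases and decreases among mis-regulated transcripts with a mean of at least 100 normalized counts and no overlap between the groups. For the difference between these effects they are the 3 largest in each direction among transcripts that changed in opposite directions.

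The alternatives chosen before the data were examined were DESeq2 1.42.0 with independent filtering off, a re-implementation of the paper's DESeq test (pooled dispersions with a parametric fit, the larger of the fitted and the observed dispersion, and an exact test), RLE normalization, no filter, at least 10 counts in every library, an FDR of 5%, 1 transcript per gene or summed transcripts, all 5 groups in one fit, each replicate left out in turn, and the replicate number as a block, alone and with per-library lowess offsets (span 0.3) for GC content and length. The design written beforehand took each comparison in S1 Table to have been fitted on its own libraries. Its base means were found to be those of size factors over all 14 libraries, so the DESeq-style test was also run on all 14. This alternative, and the doubling of the smaller tail in the DESeq-style p-value, were chosen after seeing the values of S1 Table. On counts simulated from the real means with 200 transcripts changed, edgeR recovered 190 with 3 false calls, DESeq2 192 with 8, and the DESeq-style test 187 with 1. The simulated changes were all at least 2-fold, even in number up and down, and drawn independently for each transcript. The real *Ago2* ADH comparison had 7663 mis-regulated transcripts, so the simulation does not show the error rates there.

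The total count on transcripts ranged from 29380403 to 58285057 per library, where 3 counts correspond to 0.102 and 0.0515 CPM. The gene ontology analysis, the qRT-PCR and the small RNA measurements were not analysed here.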

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

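The tests of the splits of the libraries, the separate sequencing of the series, the sequencing lane, the depth, reads with many alignments, reads outside transcripts and the increases in the other series were chosen only after the result was seen.

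The difference between the *Ago2* ADH and *Dicer* KO effects passed an FDR of 1% in edgeR's interaction test for 692 of 19500 transcripts (4550 at an unadjusted p under 0.05). The change was larger in *Ago2* ADH for 234 and smaller for 458. Of these transcripts, 60, from 45 genes, were mis-regulated in opposite directions. The largest differences among them were those of *Cyp11a1* (4.61), *Isg20* (3.35) and *Gdpd3* (3.01) on one side and *Fam47e* (-3.02), *Myo10* (-2.21) and *Rnf168* (-2.11) on the other, on the log2 scale. When genotype labels were shuffled within each series, 1 of 100 splits, the real one, gave as many transcripts, and the highest other gave 22. The other splits mix mutants with controls, which widens their spread and keeps their counts low, so this does not show how many transcripts chance alone would give. With offsets for GC content and length in the fit with the replicate block, 543 transcripts differed, 101% of the 537 with the block alone. The offsets moved the log2 differences by a median of only 0.0348 against a median standard error of 0.198. Offsets of this kind did change another count, that of transcripts down-regulated in *Dicer* KO oocytes, from 2953 to 2683. These values argue against GC content or length, as far as the offsets capture them, as the source of the number that differ. The transcripts that differ had a median of 31.4 CPM against 10.6 CPM for all tested transcripts. The test finds transcripts with more counts more easily, so this median alone does not settle low counts. With at least 10 counts required in every library, 740 transcripts differed, which argues against low counts as the source of the number. Separate sequencing of the *Ago2* and *Dicer* series cannot be tested, because 0 genotypes were sequenced in both series. A real difference between loss of AGO2 cleavage and loss of DICER may underlie these transcripts. It cannot be told apart from a difference between the series, and the splits leave chance open. RNA from cumulus cells was not tested as a source of these differences.

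Reads with several alignments, which the deposited counts tally apart, stood apart in the mutants. The ratio of multiply aligned tallies to uniquely placed reads was 0.663 ± 0.0243 (SD, n = 3) in *Ago2* fl/fl, 1.75 ± 0.0265 (SD, n = 3) in *Ago2* ADH and 1.74 ± 0.0571 (SD, n = 2) in *Ago2* null libraries, a 2.63-fold difference of the 5 mutant from the 3 control libraries (2-sided exact permutation p = 0.0179). It was 0.524 ± 0.0736 (SD, n = 3) in *Dicer* WT and 1.12 ± 0.124 (SD, n = 3) in *Dicer* KO libraries, 2.14-fold higher (2-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). In the *Ago2* series each genotype had its own lane. All 3 *Dicer* KO libraries, each on a lane of its own, lay above every *Dicer* WT library, which has the same exact p and cannot exclude a lane effect. In the *Ago2* series, 3 of the 5 *Ago2* ADH and *Ago2* null libraries lay within the *Ago2* fl/fl range of uniquely placed reads, so depth does not account for the difference there. In the *Dicer* series, all 3 *Dicer* KO libraries had fewer uniquely placed reads than every *Dicer* WT library, so depth and genotype cannot be told apart. In the *Ago2* series, the ratio of reads outside transcripts to reads on transcripts rose 1.44-fold. That ratio counts only uniquely placed reads. RNA outside transcripts whose reads have several alignments would not enter it, so it does not exclude a general rise of such RNA. Each alignment of a read may have been tallied, and reads making up 1.07% of the uniquely placed reads would then suffice if each had 100 alignments. The paper reports a higher level of the MT retrotransposon in *Ago2* ADH oocytes by qRT-PCR, and no significant difference for SINEs, L1 or IAP. Repeated elements are a candidate source of such reads. The tallies name no element, and this cannot be told apart from a lane effect, from an effect of depth in the *Dicer* series or from a small set of reads with many alignments.

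Among genes outside those the paper discusses, and among transcripts mis-regulated at an FDR of 1% with a mean of at least 100 normalized counts and no overlap between the libraries of the groups compared, the largest changes in *Ago2* ADH oocytes were log2 fold changes of 9.80 for *Olfr1173* and 7.90 for *Fgf21*, and of -3.53 for NM_001081215, -3.52 for *Gabra5* and -3.25 for *Akap6*. In *Dicer* KO oocytes the largest changes by the same criteria were 11.03 for *Olfr1173*, 7.93 for *Mt1* and 6.06 for NM_026188, and -4.03 for *Ust*, -3.93 for *Cxcl13* and -3.92 for *Cyp1b1*. For each of these genes the 3 mutant libraries lay apart from the 3 control libraries. *Fgf21*, with a log2 fold change of 8.79 in *Dicer* KO oocytes (adjusted p = 7.17e-11 from edgeR's quasi-likelihood test), had a mean under 100 normalized counts in that series. RNA from cumulus cells was tested with 12 marker genes, of which 8 were expressed enough to test in the *Ago2* ADH and 7 in the *Dicer* KO comparison. At an FDR of 1%, 0 of the markers rose, and at an unadjusted p under 0.05 2 and 0 did. The nearest were *Inha* (0.97, adjusted p = 0.0188) and *Star* (0.89, adjusted p = 0.0270) in *Ago2* ADH oocytes. Other markers fell at an FDR of 1%, 2 in *Ago2* ADH oocytes (*Fshr*, -1.67, and *Cyp19a1*, -0.50) and 2 in *Dicer* KO oocytes (*Has2*, -1.97, and *Nr5a2*, -0.43). No tested marker fell as far as the decreases named above for the same oocytes. The most strongly expressed markers, *Cyp19a1* and *Nr5a2*, had log2 fold changes of -0.50 and -0.15 in *Ago2* ADH oocytes. In *Dicer* KO oocytes these were -0.19 and -0.43. *Cyp19a1* and *Nr5a2* reached 58.5 and 41.6 CPM, while the markers *Amh* and *Foxl2* reached only 0.28 and 0.14 CPM. Whether the reads of *Cyp19a1* and *Nr5a2* came from cumulus cells was not tested. The markers therefore do not settle whether less RNA from cumulus cells contributed to the decreases. Of 6 increases, counting *Gpr20* and counting *Olfr1173* in both series, 5 were also found at an FDR of 1% in the other series, the exception being *Gpr20*. All 6 decreases also passed an FDR of 1% in the other series, but *Akap6* had a log2 fold change of only -0.69 there (adjusted p = 0.00549 from edgeR's quasi-likelihood test), against -3.25 in *Ago2* ADH oocytes. A batch effect in one series is not excluded for *Gpr20* or for the size of the *Akap6* decrease. As a hypothesis, the changes other than that of *Gpr20* may follow from loss of endo-siRNA function. *Gpr20* had no count in the *Ago2* null libraries, which also lack AGO2 cleavage, so this hypothesis does not cover it. Whether near-identical gene copies took or lost reads was not tested, so that remains open.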

How the results depend on the processing

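The alternatives were set before the data were examined, except the DESeq-style test on all 14 libraries, which was chosen after seeing the data. The numbers of mis-regulated transcripts in *Ago2* ADH, *Ago2* null and *Dicer* KO oocytes stayed within 1.5 times their values under each alternative. The percentages of shared transcripts and of ribosomal protein genes, the differences of the medians and the numbers of endo-siRNA genes kept their direction and stayed past any threshold they have.

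The number of transcripts that differ between *Ago2* ADH and *Ago2* null oocytes (23) was 81 with DESeq2, 49 with the DESeq-style test, 94 without a filter, 142 with the replicate block and 150 with the block and offsets for GC content and length, and from 9 to 21 across the 3 fits that each left out an *Ago2* ADH replicate. The number whose change differs between *Ago2* ADH and *Dicer* KO (692) was 1104 with DESeq2 and from 439 to 913 across 12 fits that each left out one replicate. The share up-regulated among transcripts changed at least 2-fold was 66.7% in *Ago2* ADH with all 5 groups in one fit, 68.1% in *Ago2* null with the DESeq-style test on all 14 libraries, and from 60.4 to 63.7% in *Dicer* KO across 6 fits that each left out one replicate.

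The Spearman correlation of *Ago2* ADH and *Dicer* KO (0.741) was 0.642 with the DESeq-style test and 0.642 with its version on all 14 libraries, 0.581 without a filter, 0.759 with at least 10 counts in every library, and from 0.694 to 0.753 with one replicate left out. For *Ago2* null and *Dicer* KO (0.734) the corresponding values were 0.632, 0.632 and 0.570, and from 0.685 to 0.739 with one replicate left out. For *Ago2* ADH and *Ago2* null (0.909) they were 0.844, 0.844 and 0.814, and from 0.855 to 0.912. The DESeq-style tests use no filter on low counts. The excess of up-regulated kinesin and tubulin genes (32.7%) lost significance at an FDR of 5% (38.2%) and in 2 of the 6 fits that left out one replicate (from 28.1 to 30.9%). The cause was not tested in any of these cases.

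Of 120 results for single genes, 23 became significant under at least 1 alternative, 10 lost significance under at least 1, 17 moved by more than the replicate spread, and 5 changed direction. None of these last 5 was significant. *Ago1* in *Ago2* ADH (-0.00037) was 0.0081 with at least 10 counts in every library, 0.024 with the replicate block, 0.077 with the block and the offsets, and from -0.19 to 0.25 with one replicate left out. In *Ago2* null it was from -0.81 to 0.28. *Adar1* in *Ago2* ADH was from -0.085 to 0.010 and *Gdf9* in *Ago2* ADH from -0.12 to 0.033. *Gdf9* in *Ago2* null was -0.0089 with the block, -0.044 with the block and the offsets, and from -0.11 to 0.18. The cause was not tested.

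Leaving out an *Ago2* null replicate leaves 1 library in that group, so only fold changes were computed there. Depth limits the results for genes with few counts such as *Ago1*, at 61.0 normalized counts in *Ago2* fl/fl oocytes, and *Stx19*.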

Differences from the paper's values

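The numbers, percentages and fold changes given by the paper that were compared with those from edgeR differed from them by no more than 1.5 times, or by no more than the replicate spread or standard error. The legend of S6 Fig. states that no transcript up-regulated in *Ago2* ADH oocytes was down-regulated in *Ago2* null oocytes, and edgeR gave 3. None of the alternatives set before the data were examined gave 0, and their numbers were from 1 with one transcript per gene to 4. The DESeq-style test on all 14 libraries, chosen after seeing the values, also gave 3.

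The numbers from edgeR were 7663, 7157 and 6412 mis-regulated transcripts in *Ago2* ADH, *Ago2* null and *Dicer* KO oocytes, against the paper's 6441, 6142 and 6767. The DESeq-style test on all 14 libraries, which was chosen after seeing the values, gave 6499, 6185 and 6779. It gave 33 transcripts that differ between *Ago2* ADH and *Ago2* null oocytes, against the paper's 33 and 23 from edgeR. For the transcripts shared by *Ago2* ADH and *Dicer* KO oocytes it gave 2391 down-regulated and 2181 up-regulated, against the paper's 2385 and 2165 and 2475 and 2258 from edgeR. For the transcripts of S1 Table that have a finite log2 fold change and passed the edgeR filter, it also gave that value to the digits printed there.

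The paper gives an upper end of 84% for the overlap of the *Ago2* ADH and *Ago2* null lists, and the highest of the shares here was 87.3% with edgeR without the replicate block, 91.4% with the block and 91.2% with the block and offsets for GC content and length. It was 87.8%, a share of the *Ago2* null up-regulated list, with the DESeq-style test on all 14 libraries, chosen after seeing the values. That test gave 83.1% for the *Ago2* null down-regulated list. For the *Ago2* ADH lists it gave 83.5% up-regulated and 79.2% down-regulated, within the paper's 79 to 84%. The paper does not say which list its percentages refer to. Of the alternatives set before the data were examined, the highest share was 84.1% with the DESeq-style test on the libraries of the groups compared. With edgeR the highest share was 84.4% without *Ago2* fl/fl replicate 1 and 83.7% without *Ago2* ADH replicate 2. These 3 values round to the paper's upper end. S1 Table lists its transcripts as differing at an FDR of 1%. Of the 29 of them that could be tested with edgeR, 9 passed that threshold, and 29 of the 30 passed it in the DESeq-style test on all 14 libraries. Its p-values lay within 1% of the paper's for 18 of the 30.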

Other observations

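The tests of the splits of the libraries, of low counts for the up-regulated transcripts and of random placement in the genome were chosen only after the result was seen.

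Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many mis-regulated transcripts in the comparison of *Ago2* ADH with *Ago2* fl/fl, and 1 of 10 did in that of *Dicer* KO with *Dicer* WT. With so few libraries the share cannot fall under 0.1. Only 4 splits, the real one included, part all 3 same-numbered pairs, too few for a test, and the others part 1 pair. Every split other than the real one mixes mutants with controls, which widens its spread and keeps its count low, so the splits do not show how many transcripts chance alone would give. In the *Ago2* series the real split is also that of the sequencing lanes, so lane and genotype cannot be told apart.

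The excess of up-regulated transcripts among those changed at least 2-fold in *Ago2* ADH oocytes was not limited to weakly expressed transcripts. Among transcripts with at least 10 CPM, 78.1% were up-regulated (563 of 721, 95% Wilson interval 74.9% to 81.0%), and with at least 100 CPM 132 of 135 were. It was 62.8% from 1 to 10 CPM and 75.3% under 1 CPM. With at least 10 counts required in every library the share was 69.9%, so low counts do not account for the excess. With the replicate block the share over all transcripts was 69.2%, and with offsets for GC content and length added it was 68.6%. The offsets moved the log2 fold changes by a median of only 0.0439 against a median standard error of 0.112. They did lower the percentage of down-regulated transcripts shared with *Dicer* KO oocytes, from 60.4% to 54.7%. These values argue against GC content or length, as far as the offsets capture them, as the source of the excess. Loss of repression in the mutant may give such an excess, which is a hypothesis. The expression class is the mean of both groups, to which the increase itself contributes.

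The *Ago2* ADH and *Ago2* null fold changes share their *Ago2* fl/fl libraries, which raises their correlation. With different *Ago2* fl/fl libraries for the 2 mutants the Spearman correlation was 0.826 to 0.859, lower than the 0.909 with all libraries and higher than the 0.741 of *Ago2* ADH and *Dicer* KO. Use of the same control libraries therefore does not account for the whole difference between these correlations. The *Ago2* fl/fl libraries were all on the same lane, so an effect of that lane stays common to both fold changes and is not excluded. The *Ago2* ADH and *Ago2* null libraries belong to one series and the *Dicer* KO libraries to another, which was not taken into account.

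Of the 5 endo-siRNA genes that were not up-regulated in *Ago2* ADH oocytes, 1 was up-regulated in *Ago2* null or *Dicer* KO oocytes at an FDR of 1%. This was *Rnf168*, which rose by 1.49 on the log2 scale in *Dicer* KO and fell by 0.57 in *Ago2* ADH oocytes. *Rnf168* did not rise in *Ago2* null oocytes. Little endo-siRNA regulation may explain the genes that rose in none of the mutants, and the test does not settle it, since it looks only for increases. Among these genes, NM_025880 fell by 1.44 on the log2 scale in *Dicer* KO oocytes (adjusted p = 0.00321 from edgeR's quasi-likelihood test). It had few counts there, 22.1 against 60.1 normalized counts in *Dicer* WT oocytes. *Cwc22*, NM_027930 and *Fbxo34* did not pass the 1% threshold in *Dicer* KO oocytes. Of the 20 genes, 14 were up-regulated in *Ago2* null and 16 in *Dicer* KO oocytes.

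The genes whose transcripts differ between *Ago2* ADH and *Ago2* null oocytes lay closer together than random genes. Among 16 genes whose most abundant transcript has coordinates in the annotation, which leaves out *Mid1*, there were 9 pairs within 10 Mb, against a median of 1 in 10000 random draws, and 0.0003 of the draws had as many. With genes within 1 Mb of each other counted once, 3 pairs remained, and 0.0682 of the draws had as many. Counting neighbours once removes close pairs whatever their cause, that of *Ago2* and *Gpr20* included, so it cannot show whether shared reads made them. Shared reads would move neighbours together. *Slc4a3* had a log2 fold change of 3.60, against -0.54 for *Lancl1* (NM_021295) and -0.85 for *Wdfy1* near it. *Pramel51* had 0.48, against -0.61 for each of *Oog1*, *Gm2042* and *Dpf3* (NM_058212) near it. These values argue against shared reads for those pairs. Sharing of reads between members of a gene family remains a candidate for *Oog1* and *Gm2042*, neither shown nor excluded. *Oog1* and *Gm2042*, both in the list, had near-identical counts, 1334 and 1336 in *Ago2* ADH replicate 1. *Gpr20*, on chromosome 15 from 73688497 to 73707505, lies near *Ago2*, which spans 73101625 to 73184947. It had 602 ± 47.1 normalized counts (SD, n = 3) in *Ago2* ADH and 0.603 ± 1.04 (SD, n = 3) in *Ago2* fl/fl oocytes and no count in the *Ago2* null libraries. In *Dicer* KO oocytes it had 70.4 against 30.2 in *Dicer* WT oocytes. An effect of the *Ago2* ADH allele or of linked strain variants on *Gpr20* was not tested.

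*Dicer1* counts were higher in all 3 mutants, with log2 fold changes of 1.26 in *Dicer* KO (adjusted p = 6.11e-12), 0.67 in *Ago2* ADH (adjusted p = 2.11e-10) and 0.59 in *Ago2* null oocytes (adjusted p = 6.41e-08), from edgeR's quasi-likelihood test. In each case every mutant library lay above every control library. The counts cover whole transcripts, so they do not show whether the deleted part of *Dicer1* is present. *Ago2* itself fell by 0.56 in *Dicer* KO oocytes (adjusted p = 0.000545). Of the other Argonaute genes, *Ago3* fell by 0.23 in *Ago2* ADH (adjusted p = 0.00123) and fell by 0.26 in *Ago2* null oocytes (adjusted p = 0.00244). It kept this direction but not its significance with the DESeq-style test on all 14 libraries, with the block and offsets for GC content and length, and without *Ago2* fl/fl replicate 2, and in *Ago2* null also with the replicate block alone. The paper reports no change of *Ago* transcripts other than *Ago2* in either mutant. It measured them by qRT-PCR normalized to added *Egfp* RNA, which is a different measure from these counts. *Ago1* and *Ago4* did not pass the 1% threshold in any of these comparisons, and *Ago1* changed direction under some alternatives. No explanation was tested for these values.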
